# Role of an ancient light-harvesting protein of PSI in light absorption and photoprotection

**DOI:** 10.1038/s41467-021-20967-1

**Published:** 2021-01-29

**Authors:** Yandu Lu, Qinhua Gan, Masakazu Iwai, Alessandro Alboresi, Adrien Burlacot, Oliver Dautermann, Hiroko Takahashi, Thien Crisanto, Gilles Peltier, Tomas Morosinotto, Anastasios Melis, Krishna K. Niyogi

**Keywords:** Light responses, Antenna complex, Photosystem I

## Abstract

Diverse algae of the red lineage possess chlorophyll *a*-binding proteins termed LHCR, comprising the PSI light-harvesting system, which represent an ancient antenna form that evolved in red algae and was acquired through secondary endosymbiosis. However, the function and regulation of LHCR complexes remain obscure. Here we describe isolation of a *Nannochloropsis oceanica* LHCR mutant, named *hlr1*, which exhibits a greater tolerance to high-light (HL) stress compared to the wild type. We show that increased tolerance to HL of the mutant can be attributed to alterations in PSI, making it less prone to ROS production, thereby limiting oxidative damage and favoring growth in HL. HLR1 deficiency attenuates PSI light-harvesting capacity and growth of the mutant under light-limiting conditions. We conclude that HLR1, a member of a conserved and broadly distributed clade of LHCR proteins, plays a pivotal role in a dynamic balancing act between photoprotection and efficient light harvesting for photosynthesis.

## Abstract (web summary)

LHCR proteins are ancient chlorophyll *a*-binding antennas that evolved in diverse algae of the red lineage. Here Lu et al. characterize a red lineage LHCR mutant and show reduced oxidative damage in high light but attenuated growth under low light, thus demonstrating how LHCR proteins impact the balance between photoprotection and light harvesting.

## Introduction

Marine microalgae constitute an important component of the biological carbon pump^1^ and produce approximately half of the oxygen on earth^2^. They are widespread throughout the oceans and exhibit extreme flexibility in changing environmental conditions, which is thought to be a key element that has driven their rise to dominance in contemporary oceans^3^. To cope with various light regimes, microalgae have undergone significant structural and functional divergence of their light-harvesting complexes (LHCs). These intrinsic membrane antenna systems are generally used to harvest sunlight and transfer excitation energy to the reaction centers to drive photosynthesis, but some function in energy dissipation, such as the PSII-associated PsbS (in all land plants)^4^, the light-harvesting complex stress-related (LHCSR) proteins of PSII (in *Chlamydomonas*, other green algae, and mosses)^5^, and LHCX1 (in diatoms^6,7^ and *Nannochloropsis*^8^).

From a common origin, which was proposed to be the high-light-inducible proteins (HLIPs) of cyanobacteria^9^, LHCs have evolved tremendous diversity in different groups of photosynthetic eukaryotes. Many cyanobacteria rely on phycobiliproteins for light-harvesting, which are organized as phycobilisomes that are peripherally associated with thylakoid membranes. Viridiplantae (including plants and green algae) and red algae evolved after a primary endosymbiosis between a cyanobacterium and a host eukaryote. The green lineage lost the phycobilisome, but acquired the chlorophyll (Chl) *a-* and Chl *b*-containing LHCs, specifically associated with the two photosystems, PSI and PSII. In contrast, red algae possess two distinct types of functional peripheral antenna complexes, i.e., Chl *a*-binding polypeptides (termed LHCR and associated with PSI) and phycobilisomes (the predominant antenna for PSII), representing an evolutionary intermediate between the prokaryotic cyanobacteria and the green lineage^10^. LHCR could thus represent an ancient antenna form in photosynthetic eukaryotes that was maintained by present-day red algae.

The red lineage represents a diverse group of eukaryotic phototrophs derived from one or several secondary endosymbioses involving a red alga^11^. Members of the red lineage include stramenopiles (also called heterokonts), such as Bacillariophyceae (diatoms), Phaeophyceae (brown algae), and Eustigmatophyceae. These algae share quite similar plastids, and based on genome evidence, they possess similar antenna complexes, including LHCRs, suggesting a wide presence and indispensable role(s) of LHCRs in extant microalgae^12,13^. However, knowledge of the structure and function of LHCRs remains elusive^14^.

*Nannochloropsis* spp. are a genus of unicellular photosynthetic microalgae belonging to the eustigmatophytes. Their light-harvesting antennae have a distinct property of binding only Chl *a*, with no other accessory Chls, whereas Chl *c* is predominant in the antennae of other stramenopiles^13^. Moreover, different from the abundance of fucoxanthin in diatoms and brown algae, *Nannochloropsis* contains violaxanthin and vaucheriaxanthin esters as the most abundant carotenoids^14^. Therefore, the photosynthetic apparatus of these algae possess idiosyncratic features with respect to other stramenopiles, and its characterization could contribute to a better understanding of LHC diversity and evolution in photosynthetic organisms.

In this work, an *N. oceanica* mutant strain is isolated based on its greater tolerance to high light (HL). The gene responsible for this phenotype, named *high-light resistance 1* (*HLR1*), is identified and validated by isolating alternative knockout lines by CRISPR-Cas9 and RNAi approaches that are specifically depleted in HLR1, a 21 kD light-harvesting antenna protein with similarity to LHCR. HLR1 absence has a significant impact on PSI, causing a substantially smaller antenna size and depletion of PSI–LHCI holocomplexes that are normally present in WT cells. The alterations in PSI cause a decrease in reactive oxygen species (ROS) production from PSI and, in particular, superoxide radicals and hydrogen peroxide (H_2_O_2_), explaining the mutant’s increased tolerance to HL.

## Results

### The *hlr1* mutant maintains a high PSII efficiency in HL

The *hlr1* mutant was obtained by genetic selection of *Nannochloropsis oceanica*, in which a library of mutants generated by random DNA insertional mutagenesis was subjected to high irradiance (HL, 200 µmol photons m^−2^ s^−1^). Out of 50,000 independent transgenic lines, only six mutants were eventually able to grow on f/2 plates (300 µg L^−1^ hygromycin B) exposed to HL. Among them, one strain (designated as *hlr1, high-light resistance 1*) had a green coloration under low-light growth conditions, similar to the wild type (WT) (Fig. 1a, LL, 5 µmol photons m^−2^ s^−1^). However, when cultivated under continuous HL, it displayed a green coloration compared with the yellow-green color of the WT (Fig. 1a, HL). Under LL growth conditions, both WT (161.2 ± 0.5 pg cell^−1^) and *hlr1* (164.8 ± 0.33 pg cell^−1^) had a similar Chl *a* content. Growth under high light caused an uneven lowering of the Chl *a* content in the two strains (Fig. 1b), with the WT measuring 107.7 ± 6.4 pg cell^−1^ and *hlr1* measuring 134.1 ±  9.8 pg cell^−1^. Thus, under HL, the *hlr1* mutant showed a statistically significant 28% greater Chl *a* content than that in the WT (Fig. 1b). The *hlr1* mutant showed a slightly compromised rate of oxygen evolution (Supplementary Fig. 1a) and growth under LL conditions (Supplementary Fig. 1b). In contrast, the *hlr1* mutant showed a moderately higher oxygen evolution than the WT under HL growth conditions (Supplementary Fig. 1a). LL cells exposed to HL conditions showed a decrease in maximum photochemical efficiency of PSII (in terms of *F*_v_*/F*_m_ values), presumably due to photoinhibition. This adverse effect was less pronounced in the *hlr1* mutant than in the WT, suggesting higher tolerance to strong illumination (Fig. 1c). Prolonged HL induced a massive membrane rearrangement in WT cells with several plastoglobules also visible, while this effect was less evident in the *hlr1* mutant, which maintained a relatively similar cell structure as under LL conditions (Fig. 1d and Supplementary Fig. 2).

**Fig. 1:**
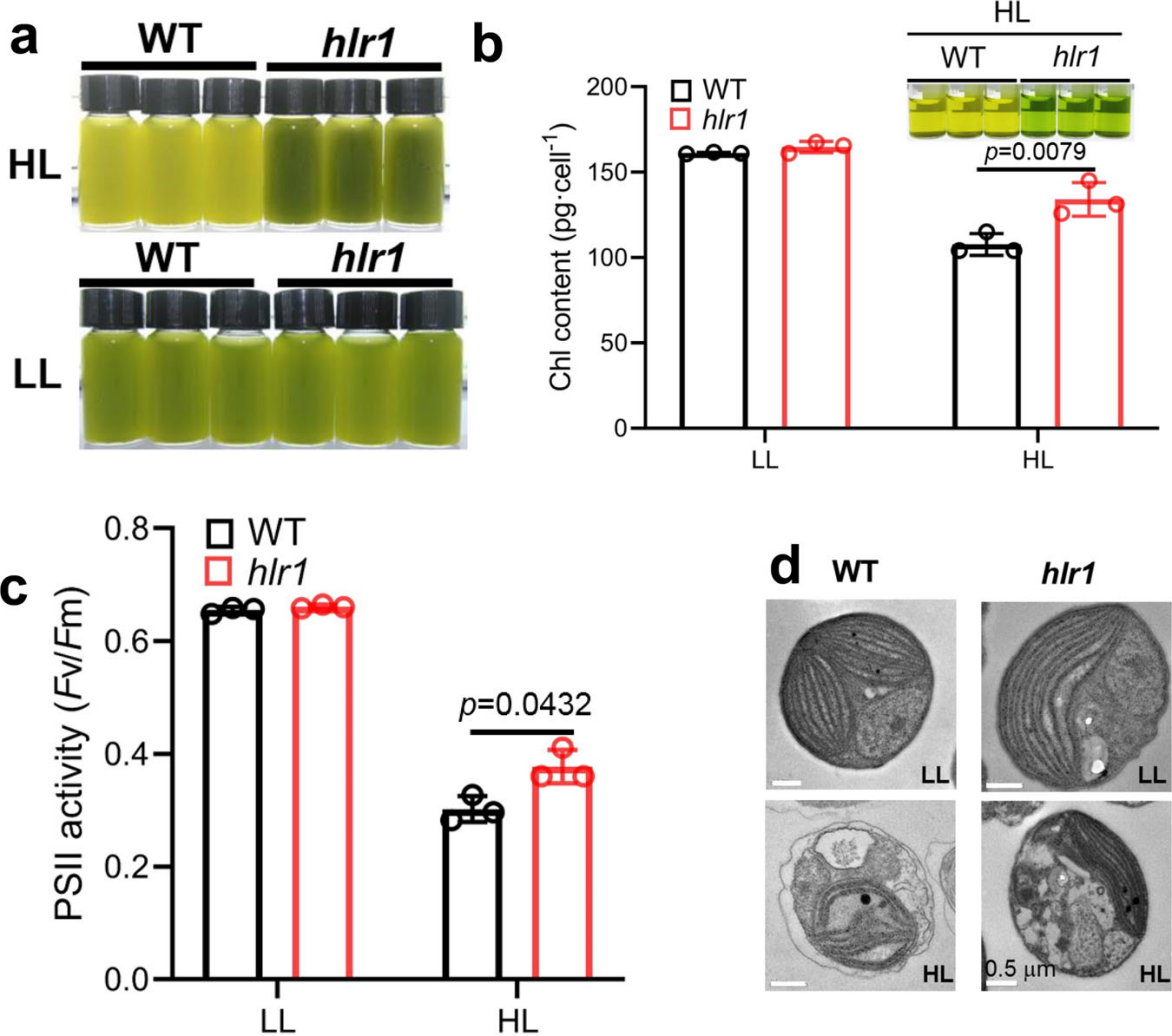
The *N. oceanica hlr1* mutant is tolerant to high light. **a** Cultures of WT and the *hlr1* mutant grown in LL or HL conditions. Note the dark coloration of the *hlr1* strains as compared with the pale coloration of WT under HL conditions for 8 days. **b** Chl quantification. The inset shows a comparison of pigment extraction of WT and the *hlr1* mutants under HL conditions. **c** PSII photochemical efficiency measurements. Algal cells in the mid-logarithmic growth phase were collected and resuspended to equal cell densities. After overnight acclimation, cells were transferred to the indicated light regime for 24 h, then the maximum PSII photochemical efficiency (*F*_v_/*F*_m_) was measured. **d** Transmission electron microscopy images. Bar = 0.5 μm. LL, low light (5 µmol photons m^−2^ s^−1^); HL, high light (200 µmol photons m^−2^ s^−1^). Data are presented as the means ± SD (*n* = 3 for **b**, **c**). The *P* values with significance are shown.

### The *hlr1* mutant is defective in an HL-induced *LHCR* gene

A single band was observed by using the eHYG (hygromycin) probe in a DNA gel blot of the *hlr1* genomic DNA, revealing a single transgene integration in the *N. oceanica* genome (Supplementary Fig. 3). 

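Transcripts of *g4928* (*HLR1*; annotated as a light-harvesting protein, scaffold 145, 243338 to 249749) were counted by mRNA-Seq in every library of both strains. There were 3 replicates per strain in the dark (0 h) and after 1, 6, 96 and 144 h of HL. After 6 h, its level was 1786 ± 88.3 CPM (counts scaled to a common library size; mean ± SD, n = 3) in WT and 580.3 ± 10.4 in *hlr1*. This is a log2 fold change of −1.62 (standard error 0.068, adjusted p = 1.44e-10 from edgeR's quasi-likelihood test). After 144 h it was 1346 ± 83.4 in WT and 631 ± 13.4 in *hlr1* (log2 −1.09, standard error 0.088, edgeR adjusted p = 0.000773). In the dark the levels were 1310 ± 306 and 651 ± 169 (log2 −1.01, 0.29, edgeR adjusted p = 1). After 1 h they were 778 ± 43.8 and 698 ± 143 (log2 −0.16, 0.18, edgeR adjusted p = 0.998). After 96 h they were 904 ± 27.3 and 736.5 ± 18.4 (log2 −0.30, 0.063, edgeR adjusted p = 0.0181), a difference under the 2-fold threshold. DESeq2 called the difference in the dark (log2 −1.05). Relative to actin (*g3056*) the log2 fold change was 0.41 after 1 h and −0.95 after 144 h, which was then not called. These levels were scaled within each time, so they compare the strains and not the times. Tested in WT against the dark, the log2 of *HLR1* was −0.91 after 1 h (edgeR adjusted p = 0.0731) and −0.23 after 6 h (edgeR adjusted p = 0.428). By library totals it was −0.68 and 0.49, not called either. The counts are given per gene, so they do not show where in the gene the reads lie or where the cassette sits.

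**Figure D1:**
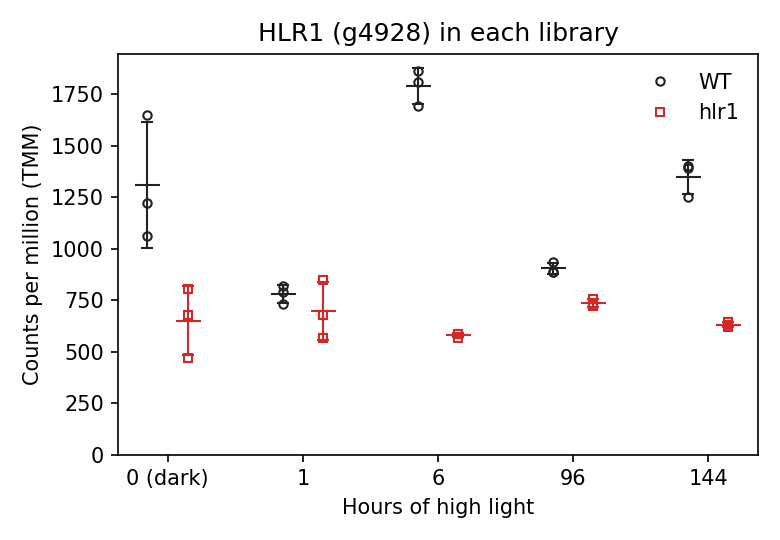
Level of *HLR1* (*g4928*) in each library. The y axis gives TMM-scaled CPM and the x axis the hours of high light (0 is the dark), with WT as black circles and *hlr1* as red squares. Bars are mean ± SD of 3 replicates. The means after 6 h are 1786 in WT and 580.3 in *hlr1*. Scaling was done within each time, so levels compare the strains at 1 time. Relative to actin the difference after 1 h was in the other direction (log2 0.41).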

The flanking genomic sequence retrieval (Supplementary Data 1) and genome-wide examination (transcriptomics datasets of the *hlr1* mutant under darkness (DK) and HL conditions over three time points; see “Methods” for details; Supplementary Data 2) confirmed a single insertion site within the exon region of a gene (number 4928) encoding an LHC protein, which we designated as HLR1 (high-light resistance 1) (Fig. 2a). Cultures dark-acclimated overnight were transferred to 200 µmol photons m^−2^ s^−1^. There was a discernible induction at both the mRNA (Fig. 2b) and protein (Fig. 2c) levels of HLR1 after 24 h of exposure to high irradiance in WT, followed by a lowering of transcript levels between 24 and 48 h after the transfer. The HLR1 protein was present in the WT but not detected in *hlr1* cells, under either DK or HL incubation conditions, as evidenced in immunoblot analysis with anti-HLR1 antibodies (Fig. 2c), suggesting a loss of HLR1 protein accumulation in the *hlr1* mutant.

**Fig. 2:**
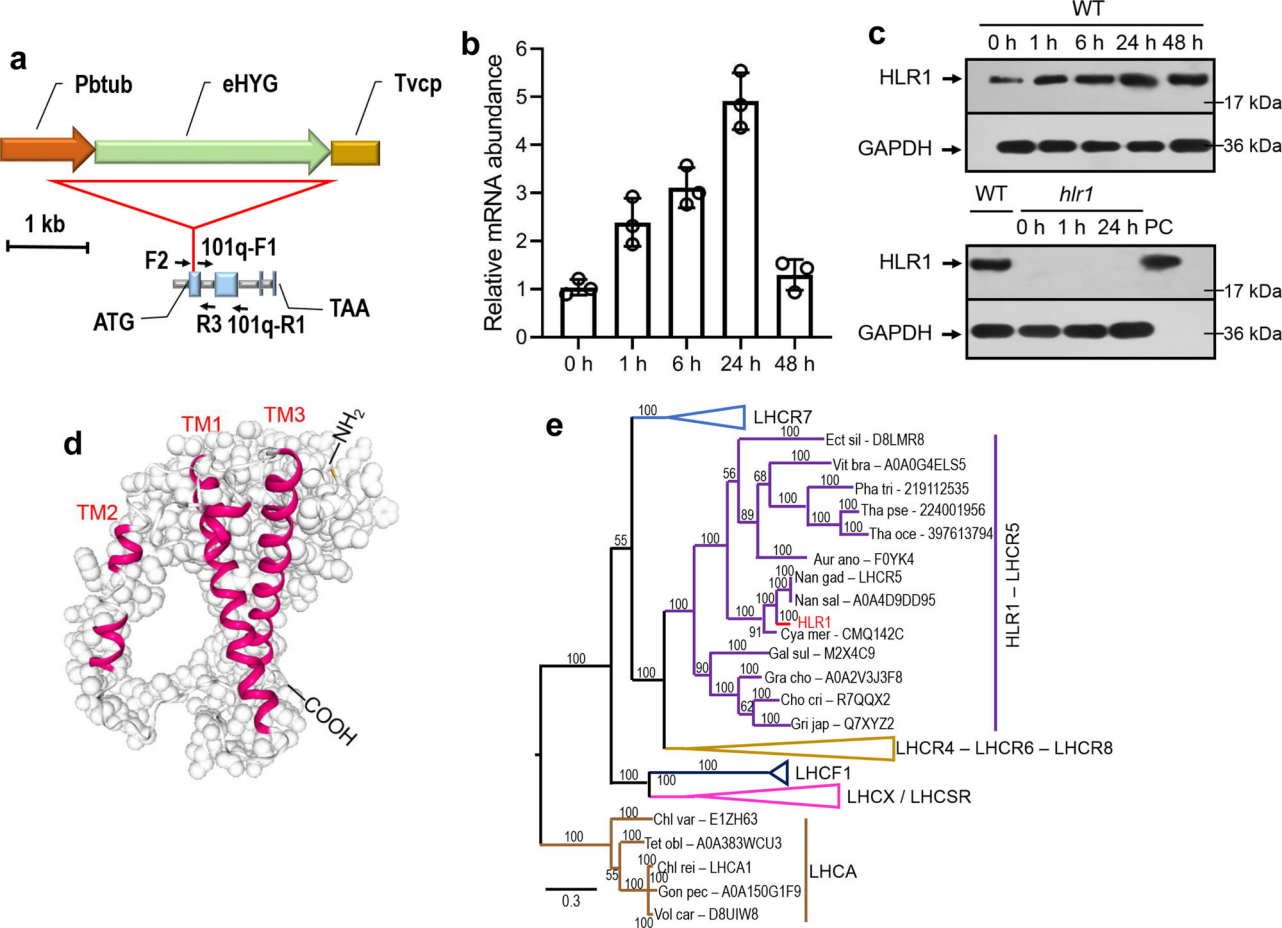
Molecular and biochemical analysis of HLR1. **a** A schematic representation of the pMEM2 cassette insertion site in the genome of the *hlr1* mutant. The red-line triangle represents the insert. Thick arrows indicate the orientation of the positive strand of the *eHYG* gene conferring resistance to hygromycin B. The *HLR1* gene map is shown in a 5′ to 3′ direction from left to right, with exons and introns represented by filled boxes and connecting lines, respectively. Arrows indicate the primers used for qPCR (101q-F1 and 101q-R1) and amplifying regions across the ends of the insertion and the flanking sequences (F2 and R3). **b** Quantitative RT-PCR of the *HLR1* transcript in wild-type parental strain upon high irradiance. The primers 101q-F1 and 101q-R1 were used for qPCR. Data are presented as means ± SD (*n* = 3). All primers are listed in Supplementary Data 5. **c** Immunoblot analysis of HLR1 protein expression in WT and *hlr1*. Protein samples from the *hlr1* mutant were taken from dark-acclimated cells or following high irradiance for the indicated time. Antibodies against glyceraldehyde 3-phosphate dehydrogenase (GAPDH) were used as a loading control. PC, positive controls (recombinant HLR1 proteins expressed in *E. coli*). **d** The folding model of an HLR1 monomer with a view from a direction parallel to the membrane plane. Letters in red show the transmembrane helices. **e** Phylogenetic analysis of light-harvesting complex (LHC) proteins. Four subgroups were collapsed (LHCR7, LHCR4–LHCR6–LHCR8, LHCF1, and LHCX/LHCSR). HLR1 – LHCR5 subgroup was not collapsed. LHCA sequences were chosen as outgroup. Scale bar, 0.3 estimated substitutions per site. See Supplementary Data 6 for the full protein list obtained from the Uniprot and PhycoCosm databases.

To confirm that mutation of *HLR1* was responsible for the observed phenotypes, CRISPR/Cas9 knockout lines of *HLR1* were generated in *N. oceanica* strain CCMP 1779 (1779-HLR1_KO_), while RNAi-mediated knockdown strains of *HLR1* were generated in *N. oceanica* strain IMET1 (IMET1-HLR1_i_) with depressed HLR1 protein levels (Supplementary Fig. 4 inset; see “Methods” for details of the generation and validation of these mutants). Like the original *hlr1* mutant, the IMET1-HLR1_i_ (Supplementary Fig. 4) and 1779-HLR1_KO_ strains (Supplementary Fig. 5) were less sensitive to saturating light than their respective WT strains, firmly establishing the unambiguous relationship between high-light resistance and HLR1 deficiency.

Topology prediction of the HLR1 supports a folding model with three transmembrane helices (TM1, TM2, and TM3 in Fig. 2d), a stroma-exposed N-terminus, and a lumen-exposed C-terminus (Fig. 2d). Hidden Markov model-based searches suggest structural similarity of HLR1 to the PSI–LHCI from a green alga *Bryopsis corticulans* (PDB entry 6IGZ in Pfam; http://pfam.xfam.org/structure/6igz)^15^. HLR1 has 162 residues (81%) modeled with 100.0% confidence by this single template. The transmembrane domains and C-terminus are more conserved than the N-terminal alanine-rich domain. Like other LHCs, the TM1 of HLR1 shares sequence similarity to cyanobacterial HLIPs (single transmembrane polypeptide^9^) with conserved Chl *a-*binding sites (Supplementary Fig. 6a), supporting that LHC polypeptides may have arisen by gene duplication of an ancestral gene encoding a single TMH polypeptide^16^. The phylogenetic analysis revealed a high level of sequence conservation between HLR1 and the LHCR-type proteins, previously found in association with PSI in *N. gaditana*^17^ and in the red alga *Cyanidioschyzon merolae*^12^. These LHCR sequences form a clearly separate clade with respect to stress-related LHC proteins involved in NPQ activation (e.g., *Chlamydomonas* LHCSR3^5^ and LHCX1 in *Phaeodactylum*^7^). Antennae associated with PSII in heterokonts like *Nannochloropsis* (LHCF) are found in another separate clade. The chlorophyll *a*/*b*-binding LHCA proteins associated with PSI in plants and green algae clearly form a separate outgroup (Fig. 2e), suggesting that divergence of the different LHC subfamilies occurred independently in the red and green lineages^18^. It is also interesting to observe that HLR1, while belonging to the LHCR clade, forms a statistically significant isolated LHCR5 cluster compared to other LHCR proteins from *Nannochloropsis gaditana* and other algae from the red lineage. This suggests the possibility of functional specialization of this protein with respect to the other LHCRs.

Similar to *C. reinhardtii* LHCSR3, the HLR1 abundance increased upon exposure of cells for a few hours to saturating light conditions, during which many algal species up-regulate energy-dependent quenching (qE) capacity^5^. To explore whether HLR1 is involved in non-photochemical quenching (NPQ), chlorophyll fluorescence quenching and HPLC analysis of carotenoids in response to dark/light exposure were investigated. The *hlr1* mutant has a slightly lower NPQ capacity (Supplementary Fig. 7a) and significantly altered violaxanthin (V; Supplementary Fig. 7b) and antheraxanthin (A; Supplementary Fig. 7c) accumulation in response to high-light exposure. The ability to accumulate zeaxanthin (Z; Supplementary Fig. 7d) was compromised in the *hlr1* mutant and the value of (A + Z)/(V + A + Z) was lower in the mutant than that of WT (Supplementary Fig. 7e). However, the pH-sensing sites in *Chlamydomonas* LHCSR, essential for triggering NPQ (spheres in Supplementary Fig. 6b)^19^, are absent in HLR1. Moreover, in contrast to *LHCSR or LHCX* mutants, acclimation to saturating illumination (200 µmol photons m^−2^ s^−1^) for 24 h induced stronger NPQ activity in the *hlr1* cells than WT (Supplementary Fig. 7f). Overall, while the HLR1 defect affects the NPQ capacity of the mutant, its influence on NPQ appears to be indirect and different from that in the *Chlamydomonas* LHCSR3^5^, *Phaeodactylum* LHCX^7^, or *N. oceanica* LHCX1^8^.

### HLR1 is part of the PSI antenna

To test the association of the HLR1 protein with PSI or PSII, fractionation of alpha-dodecylmaltoside (α-DM)-solubilized thylakoids from WT and the *hlr1* mutant was performed by blue-native polyacrylamide gel electrophoresis (BN-PAGE) (Fig. 3a). Several bands were resolved in the BN-PAGE gel, whose identities were confirmed by immunoblot analysis with anti-PsaA antibody (a marker for the PSI reaction center), anti-D1 antibody (a marker for the PSII reaction center), and anti-Cyt *b*_*6*_ antibody (a marker for the inter-photosystem electron transport chain) (Fig. 3a). No significant differences were observed between the two genotypes (WT and *hlr1*) in the lower portion of the gel containing complexes <720 kDa, including LHC monomers, PSII core complexes, and Cyt *b*_*6*_*f* complexes (Fig. 3a). The upper portion of the gel, resolving high molecular weight supercomplexes, however, showed clear differences (Fig. 3a). A band with an apparent molecular weight of ~ 1000 kDa (B1 in Fig. 3a) was absent from the *hlr1* samples, which could be attributed to the absence of the largest PSI–LHCI supercomplexes in the mutant, evidenced by immunoblot analysis (Fig. 3a).

**Fig. 3:**
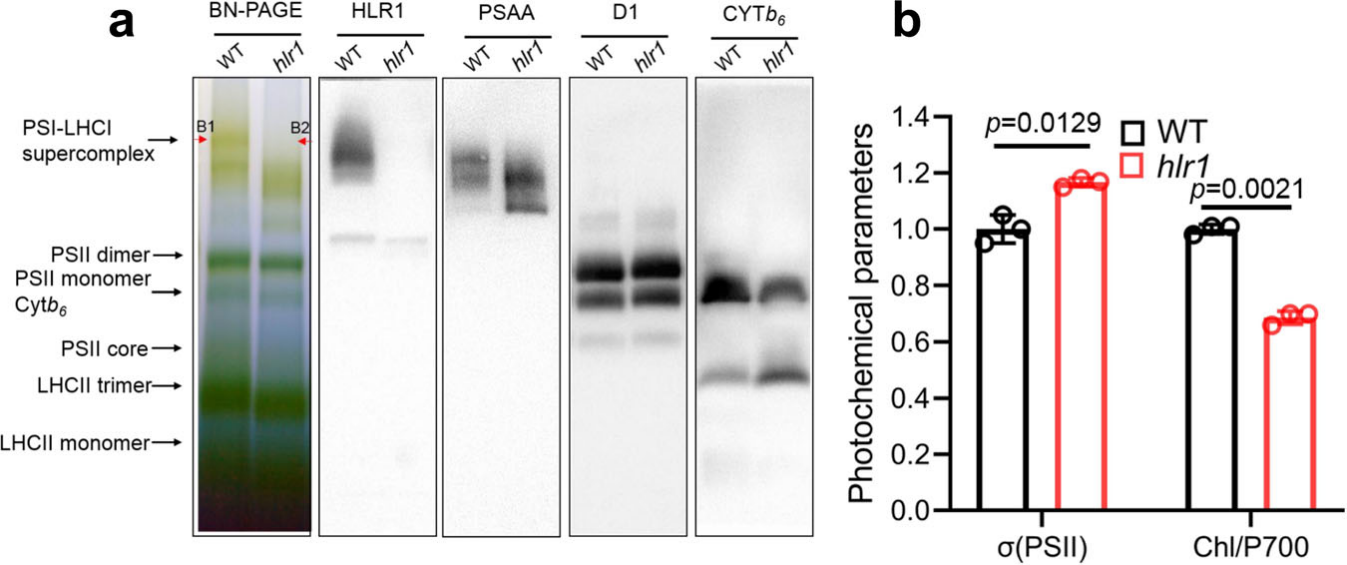
Effects of HLR1 defect on the organization of the photosystems in WT and the *hlr1* mutant. **a** BN-PAGE and immunoblot analysis of supernatant from solubilized thylakoid membranes from WT and the *hlr1* mutant. Protein complexes were identified with appropriate antibodies. The excised bands from the BN-PAGE for mass spectrometry analysis are indicated as B1 (of WT) and B2 (of *hlr1*). **b** Spectrophotometric measurement of the absorption cross-section of PSII and the relative Chl and PSI content of WT and the *hlr1* mutant. Data are presented as means ± SD (*n* = 3). The *P* values with significance are shown.

To assess the polypeptide composition of the largest PSI–LHCI supercomplexes, the WT band from the BN-PAGE (B1 in Fig. 3a) was excised and subjected to in-gel tryptic digestion followed by identification by mass spectrometry. This band contained HLR1, PsaA, PsaB, PsaC, ferredoxin components, ATPase and ATP synthase, LHCs, and some unique peptides involved in electron transfer and cell redox homeostasis (Supplementary Data 3). In order to account for co-migration of PSI–LHCI supercomplexes, proteins were also eluted and analyzed from an equivalent gel region in the lane from the *hlr1* samples (B2 in Fig. 3a) where HLR1 was not detected (Supplementary Data 3 and Fig. 3a).

To determine whether HLR1 impacts the functional light-harvesting antenna size of the photosystems, we measured the absorption cross-section σ of PSII from the kinetics of the variable fluorescence induction in the presence of DCMU (Fig. 3b, σ(PSII)) and the total sample Chl-to-P700 ratio in the WT and *hlr1* mutant. The absorption cross-section σ(PSII) was moderately larger (about 17%) in the mutant compared to the WT (Fig. 3b), affording evidence that the PSII functional antenna size was not largely affected by the mutation. On the other hand, the ratio of total sample Chl-to-P700, measured from Chl *a* quantification and from the light-induced absorbance change at 700 nm, resulted in a Chl/700 949.72 ± 15.77 mol:mol ratio for the WT and 653.36 ± 19.98 mol:mol for the mutant, thus showing a 31% lower Chl content per P700 (per electron transport chain) in the mutant (Fig. 3b). These results suggest a smaller PSI Chl antenna size in the *hlr1* mutant. These immunoblot analysis results corroborate the spectrophotometry analysis and suggest that both the antenna size and the amount of PSI were negatively impacted by the *hlr1* mutation, and they further confirm the association with and a role for the HLR1 in the assembly and function of PSI. A similar negative impact in the amount of chloroplast PSI was seen in the LTD-deficient *C. reinhardtii* mutant, in which the peripheral LHCI import and PSI–LHCI holocomplex assembly were impeded^20^.

### HLR1 deficiency impacts electron transport

The parameter 1-qL [1-(*F*_q_’/*F*_v_’)/(*F*_o_’/*F*’)] is considered to be an indicator of the proportion of closed reaction centers and of the “excitation pressure” parameter at PSII^21^. The *hlr1* mutant showed slightly lower values of 1-qL compared with the WT (Fig. 4a), an observation consistent with a lower PSI content. Relative to WT (23.59 ± 2.3), the linear electron flow (LEF) was not significantly different in the mutant (22.61 ± 2.3 e^−^ s^−1^). In contrast, although at a low level, the cyclic electron transfer (CET) decreased by 29.30 ± 1.9% in *hlr1* (1.16 ± 0.19 e^−^ s^−1^) compared with WT (1.64 ± 0.23 e^−^ s^−1^). We also observed a decreased P700^+^ re-reduction rate in the *hlr1* mutant (Fig. 4b).

**Fig. 4:**
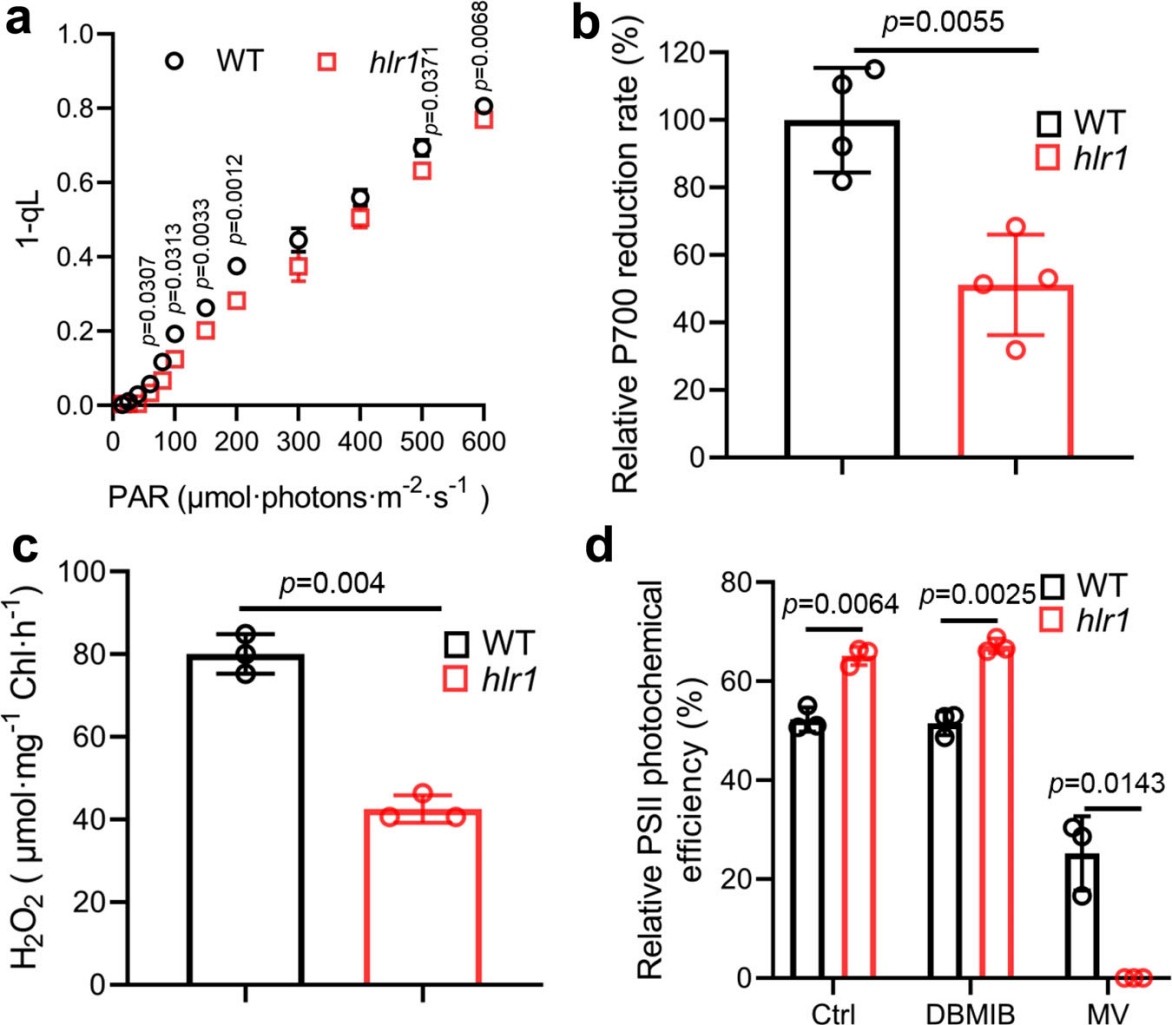
Altered electron transport in the WT and the *hlr1* mutant. **a** Redox state of the PQ pool (1-qL). **b** Relative P700^+^ re-reduction rate. **c** Net production of H_2_O_2_ during 1 h high-light treatment. **d** Effects of MV and DBMIB on HL-induced PSII photoinhibition. Cells were incubated in HL for 12 h in the presence or absence of 1 μM DBMIB or 1 mM MV. Data are presented as the means ± SD (*n* = 3 for **a**, **c**, and **d**; *n* = 4 for **b**). The *P* values with significance are shown.

Oxygen (O_2_) could serve as an electron acceptor from PSI and generate reactive oxygen species (ROS), such as superoxide anion radical (O_2_^−^) or hydrogen peroxide (H_2_O_2_) (as in the Mehler reaction^22^). We next determined the H_2_O_2_ production, which might be affected by the altered electron transport in the *hlr1* mutant. The production of cellular H_2_O_2_ was significantly lower in the *hlr1* line than in the WT (Fig. 4c). Superoxide dismutase (SOD) converts the O_2_^−^ to H_2_O_2_, which is converted to water and oxygen by catalase (CAT) and peroxidase. Under HL conditions, the addition of CAT and SOD simultaneously or CAT (but not SOD) individually decreased the magnitude of PSII photoinhibition in WT, whereas no apparent effect was observed in the *hlr1* cells (Supplementary Fig. 8), indicating a difference in ROS production in WT and the *hlr1* mutant. Moreover, the alleviation of cellular damage upon application of CAT, but not SOD, suggests that the detoxification of H_2_O_2_ is the critical step to mitigate damage to cells. On the other hand, following prolonged HL treatment, relatively higher levels of carotenoids in the *hlr1* mutant (compared with WT) were observed (Supplementary Fig. 9). It might contribute to the increased efficiency of ROS scavenging, together with which the compromised biosynthesis of ROS could jointly lead to the less production of ROS in the mutant in the long-term HL conditions. Furthermore, compared with WT, the *hlr1* mutant was more sensitive to methyl viologen (MV, an efficient electron acceptor at the PSI acceptor side, which is subsequently re-oxidized by transfer of its electrons to oxygen, forming the superoxide anion^23^), but not 2,5-dibromo-6-isopropyl-3-methyl-1,4-benzoquinone (DBMIB, a photosynthetic electron flow inhibitor acting at the Q_o_ site of the cytochrome *b*_*6*_*f* complex) (Fig. 4d). These results are consistent with the notion of a defect in the *hlr1* strain that impacts photosynthetic electron transport and alters the generation of ROS on the reducing side of PSI.

### Roles of HLR1 in protection from the HL stress

Global gene expression of WT and the *hlr1* mutant, as a function of time in dark incubation (DK) and under high irradiance was measured by mRNA-Seq. Cultures were maintained in the dark overnight and then exposed to 200 μmol photons m^−2^ s^−1^ for various times. Aliquots of cells for transcript analysis were collected immediately before the light shift, and then 1 and 6 h following the light shift (see “Methods” for details). 

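Transcript levels were taken from mRNA-Seq (HiSeq 2500) of WT and *hlr1* before the light shift and after 1, 6, 96 and 144 h of HL. Each strain and time has 3 replicates, 30 libraries in all. Growth before the shift was at 50 μmol photons. The sample labels give a light/dark cycle, as the methods do for the inoculum, and the methods give continuous light for the cultures of the transcript analysis. Both then give a night in the dark and a shift to 200 μmol photons. The authors mapped reads with TopHat2 2.0.12. They tabulated, for each time, the count of each of 10363 genes in each library, with normalized group means, fold changes and p-values of *hlr1* against WT. The counting tool, its use of strand and the genome build are not given in the sources used here. The paper states 18 M read pairs per sample, and the tables hold fewer counts. In the dark the library totals were 4424898 to 7019039 in WT (median 5869111) and 4468910 to 6628584 in *hlr1* (median 6544061). After 1 h they were 6142732 to 6739624 (median 6628811) and 4979388 to 6728308 (median 5754832). After 6 h they were 6441645 to 6693778 (median 6671996) and 6431560 to 6872637 (median 6640650). After 96 h they were 6694136 to 6877064 (median 6755421) and 6317835 to 6865447 (median 6512572). After 144 h they were 6395849 to 6668806 (median 6474327) and 6652065 to 6936046 (median 6676932).

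Genes with a count numbered 7184 to 9802 per library in the dark and after 1 h, and 9864 to 9939 after 6 h. Of 7890 genes well expressed from 6 h on, WT libraries a, b and c held 0.228, 9.95 and 10.8% at a count of 0 in the dark. After 1 h they held 2.03, 3.11 and 0.52%. The *hlr1* libraries held 17, 3.23 and 0.279% in the dark and 8.88, 14.3 and 0.215% after 1 h. After 6 h the share was 0.19 to 0.292% in either strain. The lowest correlation across genes between replicates (log2 CPM) was 0.738 in the dark, 0.744 after 1 h and 0.979 after 6 h. The counts were compared here with edgeR's quasi-likelihood test after TMM scaling. Scaling was done within each comparison, so a gene's CPM differs slightly between comparisons. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, the paper's thresholds.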

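In WT, *g903*, an LHCX gene (a family known for photoprotective quenching in algae), rose from 1092 ± 272 CPM in the dark to 2320 ± 90.1 after 6 h of HL (mean ± SD, n = 3). Its log2 fold change was 1.09 (standard error 0.21, adjusted p = 0.00992 from edgeR's quasi-likelihood test). The other LHCX gene, *g1546*, had 354 ± 186 and 663 ± 85.2 CPM (log2 0.90, standard error 0.42, edgeR adjusted p = 0.158). The LHCR genes, which encode the red-lineage antenna of PSI, had 0.37 (*g5629*), 0.28 (*g6113*), −0.14 (*g6882*) and 0.27 (*g9713*) after 6 h. Their standard errors were 0.20, 0.34, 0.33 and 0.36 (edgeR adjusted p = 0.205, 0.589, 0.789 and 0.613). After 1 h the values were 0.67 (*g903*), 0.05 (*g1546*), −0.34 (*g5629*), −0.73 (*g6113*), 0.04 (*g6882*) and −0.42 (*g9713*). edgeR called 0 of these 6 after 1 h (adjusted p from 0.27 to 0.979), with 1 at an unadjusted p under 0.05 and 0 by DESeq2. Of 21 genes annotated as LHC, 4 rose and 1 fell after 6 h, and the same numbers hold adjusted over the list alone. Their median log2 was 0.32 (adjusted p = 0.274 from camera, limma's test of a gene list). Besides *g903*, *g1003* rose from 159 ± 17.2 to 537 ± 55.9 CPM (log2 1.76, 0.16, edgeR adjusted p = 0.000486). *g7398* rose from 298 ± 113 to 891 ± 33.1 (log2 1.58, 0.27, edgeR adjusted p = 0.00674) and *g2628* from 975 ± 520.3 to 2342 ± 138 (log2 1.27, 0.36, edgeR adjusted p = 0.0423). *g6857* fell from 630 ± 98.5 to 113 ± 11.7 (log2 −2.48, 0.18, edgeR adjusted p = 0.000213). After 1 h, the LHC gene *g9917* rose from 686 ± 155 to 6644 ± 549 CPM (log2 3.28, 0.26, edgeR adjusted p = 0.00193). Another LHC gene, *g240*, fell after 1 h from 2016 ± 235.1 to 968.1 ± 112.7 (log2 −1.06, 0.21, edgeR adjusted p = 0.0328). Its call was lost without dark replicate a, b or c (−1.13, −1.03 and −0.97) or 1 h replicate a, b or c (−1.12, −1.03 and −0.94).

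Scaled to library totals, the median of all genes after 6 h moves from 0.10 to 0.82. Then *g903*, *g1546* and *g5629* are called (log2 1.79, 1.63 and 1.10), *g6882* turns to 0.60, and 12 LHC genes are higher and 1 lower. Relative to the median of all genes under TMM, the values after 6 h were 0.98 (*g903*), 0.80 (*g1546*), 0.27 (*g5629*), 0.17 (*g6113*), −0.24 (*g6882*) and 0.17 (*g9713*). The LHC median was then 0.22. Actin (*g3056*) itself rose from 24.4 ± 10.4 to 67.8 ± 2.88 CPM (log2 1.47, 0.42, edgeR adjusted p = 0.0425). Relative to actin the 6 genes had −0.57, −1.01, −1.43, −1.66, −2.05 and −1.69 after 6 h, and *g2628* had −0.70, *g7398* −0.31 and *g1003* 0.01. After 1 h *g903* was −0.25, *g1546* −1.12 and *g6882* −1.09 relative to actin. DESeq2 also called *g1546* after 6 h (log2 1.14) and gave 0.09 for *g6882*. Without 6 h replicate b *g903* was 1.06 and no longer called. *g2628* lost its call without 6 h replicate a, b or c (1.24, 1.26 and 1.32) or dark replicate a (1.30), and actin lost it without 6 h replicate a, b or c (1.49, 1.45 and 1.51). *g6882* was 0.35 without dark replicate c and 0.02 without 6 h replicate c. After 1 h, *g1546* was −0.32 without dark replicate b and −0.11 without 1 h replicate b, and *g9713* was 0.15 without dark replicate c. *g6882* after 1 h was −0.16 without dark replicate a and −0.07 without dark replicate b or 1 h replicate a.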

Following the transition from darkness to HL, transcripts of LHCXs (e.g., *g903* and *g1546*; Supplementary Fig. 10a) and LHCRs (e.g., *g5629*, *g6113*, *g6882*, and *g9713*; Supplementary Fig. 10b) tend to be increased. 

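In the dark, *hlr1* had lower mean counts than WT of *g7618*, annotated as a transcript antisense to ribosomal RNA (log2 −4.03). The same holds for 3 adjacent genes annotated as hypothetical proteins, *g4368* (−4.21), *g4369* (−3.60) and *g4370* (−2.90), with adjusted p = 1 for each of the 4 from edgeR's quasi-likelihood test (n = 3). Together these 4 genes took 15.2% of the counts of WT dark replicate c and at most 1.68% in any other library. In that library *g4368* stood at 54200 CPM and *g7618* at 13700, against 920 to 1510 and 237 to 742 in the other 5. Without it the log2 fold changes are −0.23 (*g4368*), −0.48 (*g4369*), −0.74 (*g4370*) and −0.88 (*g7618*). *g8890*, annotated as a hypothetical protein, had 1291 ± 284 CPM in WT and 494 ± 50.9 in *hlr1* (log2 −1.39, standard error 0.26, edgeR adjusted p = 1). Among pathways, the median log2 fold change was 0.08 over 21 LHC genes and 0.01 over 14 photosystem subunit genes (camera adjusted p = 0.895 and 0.924). It was −0.04 over 64 genes of ROS scavenging and thiol redox and −0.27 over 84 genes of heat shock proteins and chaperones (camera adjusted p = 0.974 and 0.173).

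edgeR called 0 of 8730 genes in the dark, with 226 at an unadjusted p under 0.05. DESeq2 called 11, *g8890* (log2 −1.42) among them, and a single edgeR fit over all groups called 105. The groups did not overlap in 10.7% of genes, where chance gives 10%. camera called 0 of 31 lists (adjusted p from 0.173 to 0.974), but 4 lists without WT dark replicate c and 1 list with a filter at 100 counts. Reads counted for *g7618* can include those of the opposite strand, since the use of strand is not given in the sources used here.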

Under DK conditions, relative to WT, a low number of genes were differentially expressed (*P* value <0.05 and fold change >2) in the *hlr1* cells (only five genes were downregulated; Supplementary Data 4), suggesting that the *hlr1* transcriptome was similar to WT in the absence of light perturbation. 

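After 6 h of HL, the called genes among those of the Calvin cycle, heat shock proteins, ribosomal proteins and fatty acid synthesis were in WT mostly lower than in the dark. Those among tubulin and other cytoskeletal genes were mostly higher. Many members of these lists were not called, and no list passed with an estimated correlation between its genes. No sample was kept in the dark or at the growth light for those 6 h. High light therefore cannot be told apart from the onset of light or the hours passed. Of all 9461 genes tested, 846 rose and 1576 fell (1778 and 813 by library totals). Of 22 Calvin cycle genes 12 fell (12 adjusted over the list alone). Camera's adjusted p for the list was 0.000154, and adjusted p = 0.295 with an estimated correlation. Sedoheptulose bisphosphatase (*g2665*), an enzyme of the cycle, fell from 102 ± 12.3 to 18.4 ± 3.31 CPM (mean ± SD, n = 3; log2 −2.47, standard error 0.28, adjusted p = 0.00125 from edgeR's quasi-likelihood test). Of 87 genes of heat shock proteins and chaperones, which assist protein folding, 33 fell and 4 rose (33 and 5 adjusted over the list alone). Camera's adjusted p was 0.000123, and adjusted p = 0.346 with an estimated correlation. HSP20 (*g6268*) fell from 11610 ± 2929 to 345 ± 13.8 CPM (log2 −5.07, 0.29, edgeR adjusted p = 1e-04). HSP70 (*g30*) fell from 1908 ± 374 to 109 ± 2.50 (log2 −4.13, 0.20, edgeR adjusted p = 6.97e-05) and HSP90 (*g9422*) from 4014 ± 270.2 to 211 ± 28.4 (log2 −4.25, 0.19, edgeR adjusted p = 6.28e-05). Of 110 ribosomal protein genes 52 fell and 1 rose (53 and 1 adjusted over the list alone). For these camera gave adjusted p = 9.38e-11, and adjusted p = 0.472 with an estimated correlation. Of 34 genes of fatty acid synthesis, elongation and desaturation 18 fell (20 adjusted over the list alone). Here camera gave adjusted p = 6.04e-06, and adjusted p = 0.368 with an estimated correlation. A fatty acid elongase (*g5643*) fell from 1214 ± 6.41 to 26.6 ± 1.82 CPM (log2 −5.51, 0.15, edgeR adjusted p = 3.63e-05). Acyl carrier protein (*g8791*), which carries the growing chain, fell from 2210 ± 434 to 286 ± 26.9 (log2 −2.95, 0.21, edgeR adjusted p = 0.00019).

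Of 60 tubulin, actin and flagellar genes 8 rose and 1 fell (5 and 1 adjusted over the list alone). The list had adjusted p = 0.000856 from camera, and adjusted p = 0.577 with an estimated correlation. Alpha tubulin (*g5608*) rose from 55.1 ± 26.8 to 2440 ± 21 CPM (log2 5.46, 0.43, edgeR adjusted p = 0.000275). It had risen already after 1 h (log2 3.86, 0.39, edgeR adjusted p = 0.00288). So had the lipid droplet surface protein *g4962*, from 219 ± 112 to 4698 ± 47.1 CPM (log2 4.42, 0.41, edgeR adjusted p = 0.00214). Of 68 genes of the cell cycle and DNA replication 9 rose and 5 fell (9 and 5 adjusted over the list alone; camera adjusted p = 0.0494, and adjusted p = 0.577 with an estimated correlation). This list was not called without dark replicate a (camera adjusted p = 0.056), dark replicate b (0.0893) or 6 h replicate b (0.0542). In *hlr1* after 6 h, 11 Calvin cycle genes, 26 heat shock and chaperone genes, 39 ribosomal protein genes and 14 fatty acid genes were lower than in the dark (11, 28, 40 and 15 adjusted over the list alone). There, 14 tubulin, actin and flagellar genes were higher (14 adjusted over the list alone). Relative to the median of all genes, the WT medians were −1.36 (Calvin cycle), −0.73 (heat shock), −1.13 (ribosomal), −1.52 (fatty acid) and 1.22 (tubulin). Under library totals the unshifted heat shock median is 0.03, with 11 genes higher and 23 lower. The counts of the other lists above are with TMM scaling, and they can move with the scaling too.

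Across all genes in WT, 280 were called after 1 h (88 higher, 192 lower; 101 and 88 by library totals) and 2422 after 6 h (846 and 1576; 1778 and 813 by library totals). In *hlr1*, 215 were called after 1 h (60 and 155; 73 and 140 by library totals) and 2429 after 6 h (1195 and 1234; 1705 and 912 by library totals). Between the strains, edgeR called 0 of 8944 genes after 1 h (260 at an unadjusted p under 0.05, 5 by DESeq2, 7 in a single fit over all groups). After 6 h it called 27 of 9429 (1140 at an unadjusted p under 0.05, 33 by DESeq2, 2 in a single fit). The groups did not overlap in 11.1% of genes after 1 h and 17.6% after 6 h, where chance gives 10%. The test of whether the strain difference itself differs between 6 h and the dark called 0 of 9662 genes with edgeR. There, 366 had an unadjusted p under 0.05, DESeq2 called 20, and edgeR called 32 without WT dark replicate a. In counts simulated from these libraries, 38% of 4-fold changes between the strains after 1 h and 98% after 6 h passed edgeR's adjusted p. No fold threshold was applied there. The light counts move with single libraries. WT after 1 h gives 51, 132 and 689 without dark replicates a, b and c, and 37, 28 and 85 without 1 h replicates a, b and c. *hlr1* after 1 h gives 98 and 133 without dark replicates b and c, and 91, 126 and 89 without 1 h replicates a, b and c. WT after 6 h gives 1347, 1268 and 1283 without 6 h replicates a, b and c. *hlr1* after 6 h gives 4825 without dark replicate a, and 1330, 1357 and 1413 without 6 h replicates a, b and c. Without WT dark replicate c, *hlr1* dark replicate a and *hlr1* 1 h replicate b, which stand apart by counts of 0 or by the share of *g4368*, *g4369*, *g4370* and *g7618*, WT and *hlr1* give 689 and 329 after 1 h and 3606 and 4825 after 6 h.

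**Figure D2:**
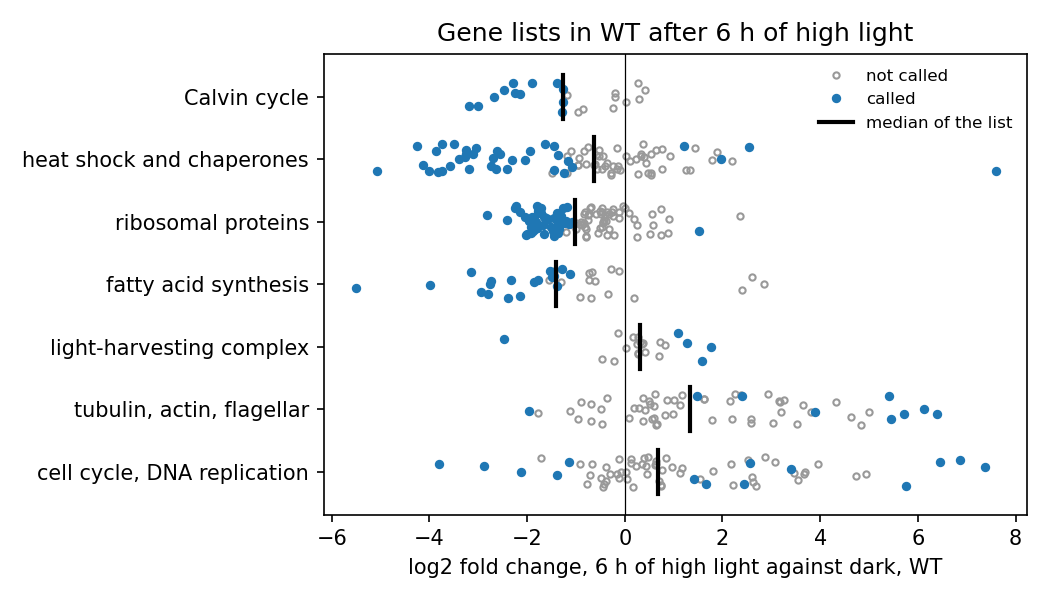
Log2 fold change of each gene (x axis) between 6 h of high light and dark in WT, for 7 gene lists (y axis). Blue points are called by edgeR, grey circles are not called and the black bar is the list's median. The medians are −1.26 (Calvin cycle), −0.63 (heat shock and chaperones; 0.03, in the other direction, under library totals), −1.03 (ribosomal proteins), −1.41 (fatty acid synthesis), 0.32 (light-harvesting complex), 1.33 (tubulin, actin, flagellar) and 0.67 (cell cycle, DNA replication). Each point compares 3 with 3 libraries and has no error bar.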

Upon high irradiance, the number of differentially expressed genes gradually increased, representing the core of genes progressively activated and gradually turned on/off by increasing light stress, respectively. In total, 30 genes (0.3% of total) were altered in the *hlr1* mutant compared with WT over two time points under high irradiance (Supplementary Data 4). It is interesting to note that the genes involved in photosynthesis did not show any particular differential expression.

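After 6 h of HL, 25 genes were lower and 2 higher in *hlr1* than in WT (0.286% of 9429 tested), by edgeR's quasi-likelihood test. Besides *HLR1*, the lower genes include *g3243*, a conserved protein of unknown function, with 74.2 ± 2.42 CPM in WT and 2.51 ± 0.795 in *hlr1* (mean ± SD, n = 3). Its log2 fold change was −4.88 (standard error 0.20, edgeR adjusted p = 1.44e-10). *g950*, a MYB domain protein, a class that includes transcription factors, had 21.4 ± 2.14 and 1.40 ± 0.689 CPM (log2 −3.92, 0.33, edgeR adjusted p = 2.62e-06). Lower too were a pair of genes with a DENN domain, known from regulators of Rab GTPases. *g4349* had 15.3 ± 0.242 and 2.09 ± 1.31 CPM (log2 −2.86, 0.36, edgeR adjusted p = 0.000329), and *g4326* 45.2 ± 1.75 and 8.30 ± 1.18 (log2 −2.44, 0.18, edgeR adjusted p = 3.24e-07). The glycosyl BNR-repeat protein *g7463* had 88.5 ± 8.92 and 12.8 ± 4.22 CPM (log2 −2.79, 0.18, edgeR adjusted p = 9.41e-08). The protein kinase *g4908* had 22.1 ± 2.92 and 7.29 ± 1.39 (log2 −1.60, 0.23, edgeR adjusted p = 0.00111). The major facilitator transporter *g1262* had 34.9 ± 1.46 and 14.5 ± 3.53 (log2 −1.27, 0.19, edgeR adjusted p = 0.00143). The 2 higher genes were *g3378* and *g1424*. *g3378*, whose description reads only "heterogeneous nuclear", had 17.7 ± 2.75 CPM in WT and 59.9 ± 2.81 in *hlr1* (log2 1.75, 0.15, edgeR adjusted p = 3.29e-06). The leucine-rich repeat gene *g1424* had 106 ± 9.17 and 217 ± 9.60 (log2 1.03, 0.09, edgeR adjusted p = 3.29e-06).

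Among 53 transcription factor genes 1 was lower (2 adjusted over the list alone and 2 by DESeq2). For this list camera gave adjusted p = 0.346. Of 87 heat shock and chaperone genes edgeR called 0 (0 adjusted over the list alone), with 9 at an unadjusted p under 0.05 and 0 by DESeq2. *g1424* lost its call without WT replicate a (log2 0.97) or *hlr1* replicate c (1.00). With a 4-fold threshold 11 genes were called.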

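After 6 h of HL the photosynthesis genes differed little in size between *hlr1* and WT, with the antenna genes slightly lower as a group. Of 21 LHC genes 20 had a lower mean in *hlr1* (median log2 −0.18), and *HLR1* was the 1 called by edgeR's quasi-likelihood test and by DESeq2. Camera put the list lower (adjusted p = 1.44e-06, and adjusted p = 0.445 with an estimated correlation). The LHC genes of PSI band B1 without *HLR1* had a lower mean in 16 of 16 (median log2 −0.15), with 0 called by edgeR or DESeq2 and 9 at an unadjusted p under 0.05. Their camera adjusted p was 0.000154, and adjusted p = 0.445 with an estimated correlation. Of 22 genes of the Calvin cycle, which fixes CO2, 19 had a lower mean (median log2 −0.16), with 0 called by edgeR or DESeq2 and 8 at an unadjusted p under 0.05. For this list camera gave adjusted p = 0.00302, and adjusted p = 0.445 with an estimated correlation. The 14 photosystem subunit genes had a median of −0.10 (camera adjusted p = 0.346), with 0 called by edgeR or DESeq2 and 2 at an unadjusted p under 0.05. The 19 genes of photosynthetic electron carriers and chloroplast ATP synthase had a median of −0.04 (camera adjusted p = 0.916), with 0 called by edgeR or DESeq2 and 1 at an unadjusted p under 0.05. The 19 genes of chlorophyll and heme synthesis had a median of −0.04 and the 14 of carotenoid synthesis and the xanthophyll cycle −0.07 (camera adjusted p = 0.4 for each). edgeR and DESeq2 called 0 in these lists, with 5 and 2 genes at an unadjusted p under 0.05. The numbers of genes called in these 7 lists are the same adjusted over the list alone.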

Compared with the WT, the L-ascorbic acid (AA) biosynthesis pathway appeared to be decreased in the mutant in several ways: (i) transcripts of the AA biosynthetic gene L-galactose dehydrogenase^24,25^ (L-GalDH, *g10376*) were downregulated (L-GalDH is feedback regulated by AA at the RNA level in some organisms^26^) (Supplementary Fig. 10c); (ii) AA is derived from aldoses such as D-mannose and L-galactose, which can follow several pathways, either toward the biosynthesis of AA, or toward the supply of precursors for cell wall polysaccharide synthesis and protein glycosylation^27^ (Fig. 5). 

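*g10376*, annotated as a D-arabinose 1-dehydrogenase-like protein and named L-GalDH in the paper (scaffold 355, 218528 to 220261), was lower in *hlr1* after 6 h of HL. It had 50.4 ± 1.73 CPM in WT and 20.4 ± 3.79 in *hlr1* (mean ± SD, n = 3). Its log2 fold change was −1.31 (standard error 0.16, adjusted p = 0.000208 from edgeR's quasi-likelihood test). In the dark it had 40.02 ± 6.42 and 3.86 ± 5.66 CPM (log2 −3.36, edgeR adjusted p = 1), and after 1 h 27.2 ± 8.40 and 11.2 ± 14.6 (log2 −1.28, edgeR adjusted p = 0.998). The *hlr1* replicates a, b and c held 0, 8 and 70 counts in the dark and 0, 140 and 39 after 1 h, and the strains overlap after 1 h. Without *hlr1* replicate a, b or c the log2 was −2.80, −2.94 or −5.95 in the dark and −0.69, −3.16 or −0.98 after 1 h. The list of ascorbate synthesis genes, fixed by annotation, does not hold *g10376*. Its 10 genes had a median log2 of 0.15 after 6 h, with a higher mean in *hlr1* for 8 and a lower mean for 2 (camera adjusted p = 0.0968). edgeR (also adjusted over the list alone) and DESeq2 called 0 of these 10, and 1 had an unadjusted p under 0.05.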

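*g7046* (scaffold 252, 87617 to 90861), an unnamed protein in the gene annotation and the cellulose gene of the paper, fell in WT from 34.9 ± 20.2 CPM in the dark to 4.77 ± 0.349 after 6 h of HL (mean ± SD, n = 3). Its log2 fold change was −2.86 (standard error 0.70, adjusted p = 0.0245 from edgeR's quasi-likelihood test). *g9910* (scaffold 349, 66506 to 71566) is annotated as mannosyl-glycoprotein endo-beta-N-acetylglucosaminidase, which releases glycans from proteins. It had 26.1 ± 12.5 and 57.5 ± 5.39 CPM in WT (log2 1.14, standard error 0.48, edgeR adjusted p = 0.124) and 3.13 and 8.68 in *hlr1* (log2 1.46, edgeR adjusted p = 0.3). Between the strains after 6 h, both were lower in *hlr1*. *g7046* had 6.15 ± 0.439 CPM in WT and 0.243 ± 0.300 in *hlr1* (log2 −4.53, 0.65, edgeR adjusted p = 0.000869). *g9910* had 74.2 ± 7.17 and 9.63 ± 0.535 (log2 −2.94, 0.15, edgeR adjusted p = 3.32e-09). In the dark the log2 fold changes between the strains were −4.40 (*g7046*) and −2.93 (*g9910*), with an edgeR adjusted p of 1. After 1 h they were −4.09 and −3.56, with an edgeR adjusted p of 0.998. These values rest on few counts in *hlr1*. For *g7046*, replicates a, b and c held 0, 10 and 16 in the dark and 0, 0 and 38 after 1 h, so the size of the fold change after 1 h rests on replicate c. Leaving out 1 replicate, *g9910* ran from −3.85 to −2.44 in the dark and from −4.08 to −2.98 after 1 h.

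Of 24 genes of cell wall polysaccharide metabolism, edgeR called 0 between the strains after 6 h (0 adjusted over the list alone, 3 at an unadjusted p under 0.05, 0 by DESeq2; camera adjusted p = 0.916). Of 47 protein glycosylation genes 1, *g9910*, was lower (1 adjusted over the list alone; camera adjusted p = 0.787). In WT, 5 of 26 cell wall genes rose and 10 fell from the dark to 6 h (5 and 11 adjusted over the list alone; camera adjusted p = 0.274). Of 50 glycosylation genes 7 rose and 6 fell (6 and 6 adjusted over the list alone; camera adjusted p = 0.274). The fall of *g7046* was not called by library totals (log2 −2.18) or without 6 h replicate a, b or c (−2.83, −2.92 and −2.82). For *g9910* in WT, library totals and DESeq2 called a rise (log2 1.82 and 1.37), and relative to actin the values were −0.32 in WT and −0.15 in *hlr1*. In *hlr1* its log2 was 0.66 without dark replicate a and 2.37 without dark replicate c.

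**Figure D3:**
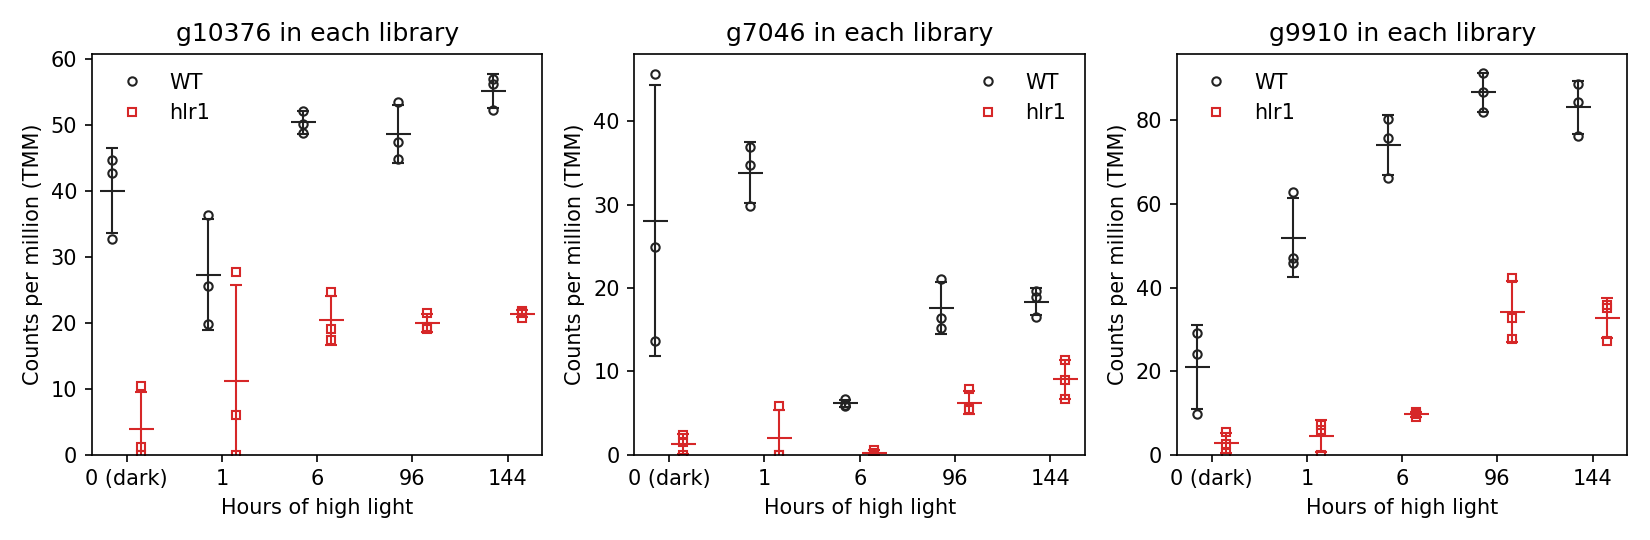
Levels of *g10376*, *g7046* and *g9910* in each library. The y axes give TMM-scaled CPM and the x axes the hours of high light (0 is the dark), with WT as black circles and *hlr1* as red squares. Bars are mean ± SD of 3 replicates. After 6 h the means in WT and *hlr1* are 50.4 and 20.4 (*g10376*), 6.15 and 0.243 (*g7046*) and 74.2 and 9.63 (*g9910*). Scaling was done within each time, so levels compare the strains at 1 time.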

HL suppressed the transcripts of the cellulose biosynthesis gene (i.e., *g7046*) (Supplementary Fig. 10d) and a gene involved in protein deglycosylation (i.e., *g9910*) (Supplementary Fig. 10e).

**Fig. 5:**
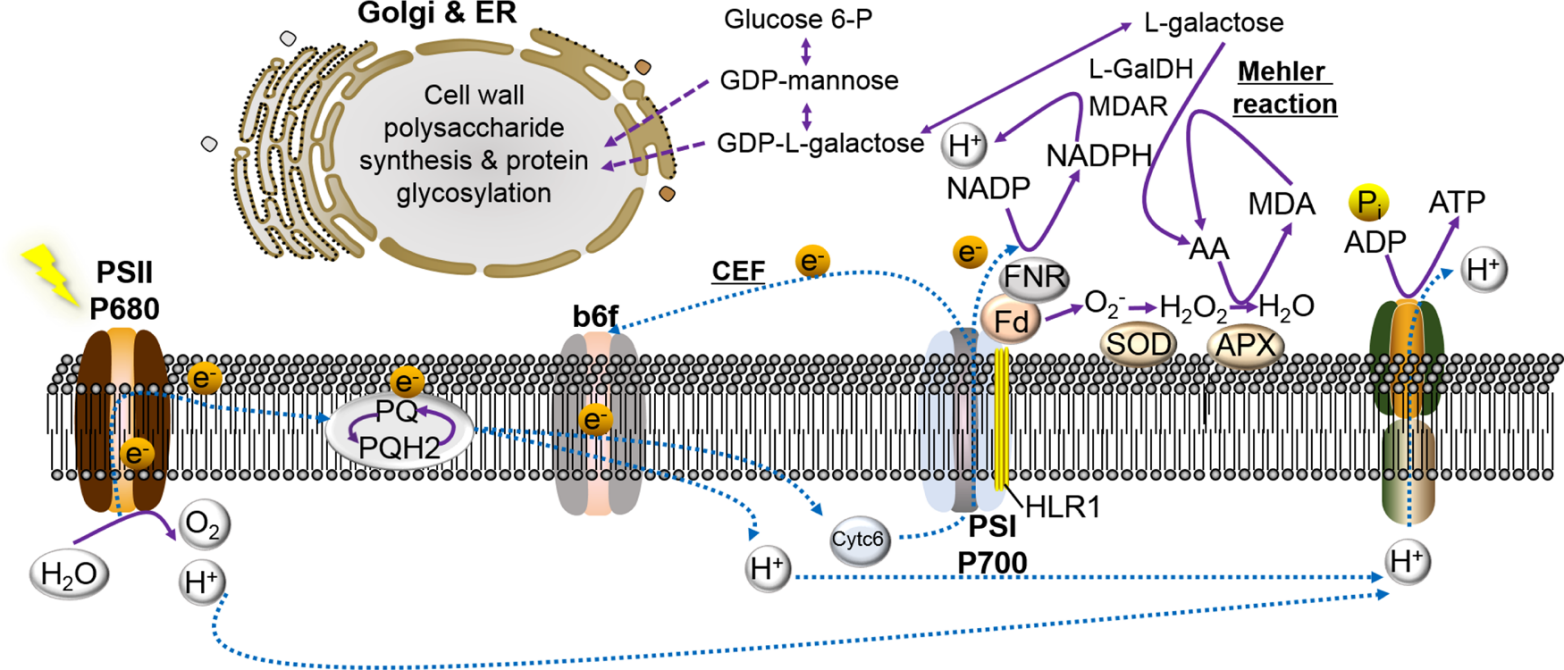
Schematic of electron flow in *N. oceanica*. AA ascorbic acid, APX ascorbate peroxidase, b_6_f cytochrome *b*_*6*_*f* complex, Cyt_C_6 cytochrome *c*_*6*_ complex, Fd ferredoxin, FNR ferredoxin-NADP reductase, L-GalDH L-galactose dehydrogenase, MDA monodehydroascorbate, MDAR monodehydroascorbate reductase, PQ and PQH2 plastoquinone and reduced plastoquinone, PSII and PSI photosystem II and I, SOD superoxide dismutase. See Supplementary Fig 10 and Supplementary Data 7 for details of the transcriptional dynamics of genes involved in cell wall biosynthesis, protein glycosylation, and AA biosynthesis.

## Discussion

Microalgae are among the most important and diverse organisms on the planet^28^. They have evolved a broad genomic diversity, which shapes complex phenotypic plasticity and enables them to adapt and acclimate to diverse environments and ecological niches^29^, ranging from the surface to the depth of oceans, and in both terrestrial and aquatic environments. Microalgae, like all photosynthetic organisms, must attain an optimal balance between maximizing sunlight use efficiency and maintaining effective protection from eventual excess of absorbed light energy or excited electrons. Keeping such a balance is particularly challenging in variable environments where energy availability in the form of sunlight and its use via carbon fixation and metabolism, in general, are influenced by many continuously changing parameters (e.g., solar insolation, prevailing temperature conditions, and nutrient availability).

In this study, an *N. oceanica* mutant strain with higher tolerance to saturating illumination was isolated and named *hlr1*. The mutant showed lower susceptibility to PSII photoinhibition (higher *F*_v_*/F*_m_ under stress) and an increased rate of oxygen evolution than WT under intense illumination. Multiple independent genetic analyses demonstrated that this increased tolerance was caused by the inactivation of the *HLR1* gene. Based on sequence analysis, HLR1 was identified to be a light-harvesting antenna protein with similarity to LHCR, a group of LHC proteins found in association with PSI in heterokonts and red algae^17^. This identification was confirmed by biochemical data, which showed altered PSI-LHC supercomplex organization and reduced PSI antenna size in the *hlr1* mutant. Thus, our analysis of the *hlr1* mutant has revealed a critical role of a specific clade of LHCR proteins in PSI assembly and function. Using log-phase microalgae, we observed a moderately larger absorption cross-section σ(PSII) (~17%) in the mutant compared to the WT, suggesting a higher PSII antenna size. Meanwhile, the mutant showed lower Chl content per P700 (per electron transport chain) than WT. Overall, in these cells, no significant difference could be observed in Chl content between WT and the mutant. On the other hand, under the high-light condition, the *hlr1* mutant exhibits greater Chl content and a higher maximal quantum yield of PSII, affording evidence that the Chl content in PSII might be higher in the mutant. Thus, higher Chl content in PSII might be a contributor to the larger total Chl content in the *hlr1* mutant in HL conditions.

Oxidative damage of *N. oceanica* cells exposed to high light could be mitigated by treatment with SOD and CAT, which allowed scavenging of the ROS superoxide and H_2_O_2_. This clearly suggests that ROS molecules, mainly produced at the level of PSI^30–32^, have a major negative impact on *Nannochloropsis*, when cells are exposed to strong illumination. The ROS generated on the reducing side of PSI could, as a secondary phenomenon, induce the observed PSII photoinhibition, as seen in other species^30–32^. In *hrl1*, the adverse effects are attenuated, consistent with the notion that this mutant generates less ROS at the level of PSI than the WT. This is also corroborated by RNA-Seq analysis that showed, in *hlr1*, lower activation of genes involved in the ROS response, namely ascorbic acid biosynthesis^33,34^. 

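Some genes of the ROS response were called between light and dark in each strain, in both directions. Of 65 genes of ROS scavenging and thiol redox tested in WT, 11 rose and 15 fell after 6 h of HL (12 and 15 adjusted over the list alone). Of 66 in *hlr1* 12 rose and 13 fell (14 and 14 adjusted over the list alone). Scaled to library totals, 14 rose and 8 fell in WT, and 15 rose and 10 fell in *hlr1*. Camera gave the list adjusted p = 0.39 in WT and 0.463 in *hlr1*. Of all genes tested, 25.6% in WT and 25.7% in *hlr1* were called. A glutathione S-transferase (*g1250*), of a family that conjugates glutathione, rose in WT from 5.29 ± 2.34 to 106 ± 2.67 CPM (mean ± SD, n = 3). Its log2 fold change was 4.31 (standard error 0.41, adjusted p = 0.000581 from edgeR's quasi-likelihood test). The 2-Cys peroxiredoxin *g1034*, a peroxide scavenger, fell in WT (log2 −2.38, 0.18, edgeR adjusted p = 0.000247). Of 10 ascorbate synthesis genes 2 rose in WT and 3 in *hlr1* (2 and 3 adjusted over the list alone; camera adjusted p = 0.353 and 0.122). GDP-mannose epimerase (*g2556*) and phosphomannomutase (*g868*) act on the mannose route to ascorbate. In *hlr1*, *g2556* rose from 5.70 ± 6.04 to 559.8 ± 27.0 CPM (log2 6.56, 0.97, edgeR adjusted p = 0.00388) and *g868* from 8.56 ± 1.98 to 137 ± 4.46 (log2 4.00, 0.28, edgeR adjusted p = 0.000189). In WT, *g2556* rose from 18.6 ± 20.5 to 453 ± 14.5 CPM (log2 4.58, 1.1, edgeR adjusted p = 0.0247) and *g868* from 15.9 ± 12.4 to 119.9 ± 10.1 (log2 2.93, 0.71, edgeR adjusted p = 0.0233). In WT, *g2556* lost its call without dark replicate a or 6 h replicate a, b or c, at a log2 of 4.57 to 4.61, so the rise stayed as large. *g868* lost it without 6 h replicate a, b or c, at 2.87 to 2.99. Relative to actin *g868* was 0.95 in WT and not called.

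Between the strains after 6 h, edgeR and DESeq2 called 0 of 66 genes of ROS scavenging and thiol redox (0 adjusted over the list alone), with 7 at an unadjusted p under 0.05. The median log2 was −0.02 (camera adjusted p = 0.72). Of the 12 redox genes of PSI band B1 edgeR and DESeq2 called 0 (0 adjusted over the list alone), with 4 at an unadjusted p under 0.05 (camera adjusted p = 0.787). The test of whether the light response to 6 h differs between the strains gave camera adjusted p = 0.943 for the ROS list and 0.718 for the ascorbate list. Heat shock proteins and chaperones were the only list that passed there, with the strain difference moving up. Their camera adjusted p was 0.00735, and 0.74 with an estimated correlation. The paper proposes a decrease of the ascorbate pathway in *hlr1* in several ways. It names the lower *g10376* transcripts and the use of aldoses for cell wall or glycosylation, with *g7046* and *g9910*. It states a lower activation of ROS response genes, naming ascorbic acid biosynthesis, and sets this beside its conclusion that the mutant generates less ROS at PSI. That conclusion rests on other experiments too. The paper measured less hydrogen peroxide in *hlr1*, found that catalase lessened photoinhibition in WT but not in *hlr1*, and found *hlr1* more sensitive to methyl viologen. Transcript lists do not measure ROS.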

Taken together, all results suggest that the increased tolerance of *hlr1* to HL is attributable to alterations in PSI antenna size and abundance, resulting in lower levels of ROS production, limiting oxidative damage and resulting in better growth. A likely mechanistic explanation is that a smaller light-harvesting antenna size in the *hlr1* mutant results in less excitation pressure to PSI, slower electron transport through this photosystem and, hence, a lower likelihood of ROS production at saturating light intensities.

Although the presence of HLR1 could be harmful to marine microalgae under strong illumination, its conservation in different species suggests that it is essential for competitive survival in the oceanic environment, where sunlight intensity is often well below the saturation point. Indeed, deficiency in HLR1 and the resulting truncated PSI antenna size caused a diminished rate of oxygen evolution and growth under limiting light, suggesting that the absence of the antenna is likely detrimental under those conditions. Thus, the physiological function of HLR1 is to improve sunlight harvesting in low-light conditions, where the main electron sink reactions involve photosynthetic carbon reduction. A truncated light-harvesting antenna size would lead to slower rates of oxygen evolution and a smaller proton gradient across the thylakoid membrane (ΔpH), thereby generating less ATP and leading to compromised growth in limiting light. It would be reasonable to postulate that while *N. oceanica* has a cosmopolitan distribution, it probably does not adapt to strong illumination. Natural selection could have refined its photosynthetic apparatus (e.g., PSI–LHCI supercomplexes) with an emphasis on high efficiency in capturing sunlight, even if this causes an increased sensitivity to photooxidative stress^35^. Thus, this optimized HLR1-dependent light-absorbing capacity appears to be favorable for *N. oceanica* when light intensity is low.

The picture emerging in *N. oceanica* has similarities with some marine cyanobacteria that show a trimeric PSI and several light-harvesting assemblies to cope with limiting light conditions^36^. On the contrary, the observation that PSI is the main target for photoinhibition in *Nannochloropsis* is highly different from plants, where PSI is stable to even very strong illumination. Indeed, PSI antenna mutants in plants have not been demonstrated to be more resistant to strong illumination^32^. In *Nannochloropsis*, PSI is instead sensitive to light stress, consistent with the absence of protective mechanisms such as flavodiiron proteins and the limited capacity of cyclic electron transport^37^. As a consequence in plants, and due to the reported PSI stability, photodamage is primarily limited to PSII, which is efficiently repaired, via the unique D1/32 kD reaction center protein turnover mechanism in the photosynthetic apparatus^38^. While this strategy is convenient because it limits all damage to a single complex that is efficiently repaired, it also heavily relies on PSII reaction center turnover with a consequent high demand for nutrients and nitrogen in particular. Such a protection strategy could thus not be as effective in marine algae-like *Nannochloropsis* that are often exposed to nutrient-limiting environments.

The ability of *Nannochloropsis* to accumulate large amounts of lipids supports the hypothesis that these species are naturally exposed to conditions in which nutrient supply is variable and, in case of limitation, metabolism is directed toward the synthesis of hydrocarbons. Serving to enhance the capture of solar energy when illumination is low (a frequent occurrence in oceans), the HLR1-type antenna may represent an adaptation of these microalgae to life in the oceans, where there is a scarcity of nutrients, in particular iron and nitrogen, and the occasional cell exposure to the surface of the ocean, where higher irradiance conditions prevail. Thus, the regulation of *N. oceanica* photosynthesis, at least from the point of view of the HLR1 protein, could be seen as a dynamic balancing act in which photoprotection is reversibly traded for photosynthetic efficiency.

## Methods

### Growth conditions and microscopy

*Nannochloropsis oceanica* strain IMET1 was maintained in dim light at 4 °C on solid modified f/2 medium, which was prepared with 35 g L^−1^ sea salt, 1 g L^−1^ NaNO_3_, 67 mg L^−1^ NaH_2_PO_4_·H_2_O, 3.65 mg L^−1^ FeCl_3_·6H_2_O, 4.37 mg L^−1^ Na_2_EDTA·2H_2_O, trace metal mix (0.0196 mg L^−1^ CuSO_4_·5H_2_O, 0.0126 mg L^−1^ NaMoO_4_·2H_2_O, 0.044 mg L^−1^ ZnSO_4_·7H_2_O, 0.01 mg L^−1^ CoCl_2_, and 0.36 mg L^−1^ MnCl_2_·4H_2_O), and vitamin mix (2.5 µg L^−1^ VB_12_, 2.5 µg L^−1^ biotin, and 0.5 µg L^−1^ thiamine HCl)^28^. For inoculation, cells were picked into the liquid medium and were maintained under illumination at 50 μmol photons m^−2^ s^−1^ at 25 °C with a light/dark cycle (12 h/12 h). For growth assessment under different light intensities, mid-logarithmic phase algal cells were collected and equal numbers of cells were re-inoculated in liquid media at 25 °C with continuous illumination at 5, 50, or 200 μmol photons m^−2^ s^−1^. For microscopic analysis, cells at indicated periods were sampled for transmission electron microscopy analysis^39^.

### Design of plasmids for insertional gene disruption

To generate a library of *Nannochloropsis* mutants, we employed random insertional mutagenesis with a DNA cassette conferring hygromycin B resistance. The hygromycin resistance (HygR) gene was synthesized to conform to the codon usage in IMET1^40^. The codon-optimized HygR gene was designated as eHYG and was driven by the β-tubulin promoter region (Pbtub) and terminated by the violaxanthin/chlorophyll *a*-binding protein terminator (Tvcp) (pMEM02; Fig. 2a). These individual *cis* elements on the vector were selected or designed based on the IMET1 genome^40^. A mutagenesis library was created by genomic insertion of the *HygR* expression cassette. The proper in vivo functioning of the transforming cassette in IMET1 was verified by selecting transformants on f/2 plates supplemented with 300 μg ml^−1^ hygromycin B. The recognition sites of the Type IIS restriction enzyme *Mme*I were designed at both ends of the transforming cassette. Genomic DNA from mutants was digested with *Mme*I to yield fragments containing the ends of the cassettes and 20 to 21 bp of flanking genomic DNA, which facilitated the retrieval of insertion sites^41^. To identify the locus disrupted by insertional mutagenesis, the flanking sequence was retrieved as described^41^ with primers designed for the pMEM02 plasmid (Supplementary Data 5). In brief, ADP1 and ADP2 were designed for an adaptor, which can be ligated to the genomic DNA digested by *Mme*I. The primers used for finding the insertion in the *hlr1* cells were AP1 and 5B1. In addition, nested primers AP2 and 5B2 were used for a second-round PCR. To confirm the results of nested PCR, standard PCR was performed using primers amplifying regions across the ends of the insertion and the flanking sequences (101gi-F2 and 101gi-R3).

### HLR1 phylogeny and topology predictions

Phylogenetic analysis of the *N. oceanica* HLR1 was performed using amino acid sequences obtained from the Uniprot and PhycoCosm databases. Proteins from all genomes were blasted with the HLR1 protein queries using the standalone BLAST software package. The sequences that were ultimately selected are listed in the Supplementary Data 6. Gaps and ambiguously aligned sites were removed using CLUSTALW 2.0^42^, gBlock^43^, and manual validation. ProtTest 3^44^ and PhyML 3.0^45^ were used to select the available model of protein substitution and phylogenetic analyses with a maximum likelihood method. Bootstrap support values were estimated using 100 pseudo-replicates. The three-dimensional (3D) structure was analyzed bioinformatically using the tools PredictProtein^46^, Swiss-model^47^ and Protein Homology/analogY Recognition Engine V 2.0 (Phyre)^48^.

### Phenotyping assays

The growth of microalgae was monitored by measuring the turbidity or cell number at indicated intervals with a Gene Quant 1300 Spectrophotometer (GE) or a hemocytometer. Dry cell weight of a 10-ml culture was determined simultaneously. For pigment determination, 1 ml algal culture was centrifuged (12,000 × *g* for 3 min) and the supernatant was disposed. Cell pellets were resuspended in 1 ml methanol, disrupted by bead-beating with glass beads for 1 min twice, and left in the dark at 60 °C for 15 min. Then the mixture was centrifuged at 12,000 × *g* for 15 min to remove cellular debris, and the supernatant was used to determine the pigment contents spectroscopically^49^.

The kinetics of changes in zeaxanthin concentration was determined by HPLC measurements, as described previously^8^. In brief, log growth-phase cells were dark-acclimated for 30 min, then incubated under 200 μmol photons m^−2^ s^−1^ illumination for variable periods of time, followed by a 5-min dark recovery phase. Aliquots of 500 μL for HPLC analysis were frozen in liquid nitrogen after dark acclimation, 5, 10, and 15 min of illumination, and 5 min of dark recovery. For pigment extraction, the cells were frozen and thawed twice. Cells were broken (6.5 m s^−1^ for 60 s) using the cryorotor of a Fastprep-24 (MP Bio) and extracted with 500 μL of acetone by vortexing. Cell debris was pelleted at 21,000 × *g* for 15 min. Extracted pigments were analyzed with a Spherisorb 5 μm ODS1 column (Waters Corp, USA). More than three biological replicates were examined for each treatment.

### DNA gel blotting and gene expression analysis

The *N. oceanica HLR1* gene structure was validated by PCR from cDNA and genomic DNA (primers gNoHLR1-F and gNoHLR1-R; Supplementary Data 5). Integration of the transforming cassettes within the genome was analyzed by DNA gel blotting using nonradioactive DIG-containing probes generated by PCR (PCR DIG probe synthesis kit; Roche Diagnostics). Genomic DNA was extracted from microalgal cells using the Plant Genomic DNA Extraction Kit (Omega Bio-tek, Norcross, GA, USA). Ten micrograms of DNA were digested by *Hind*III or *Pst*I and separated on 1% agarose gels, followed by a transfer to membranes. DNA gel blots were then hybridized, washed, and developed.

To produce cDNA templates used for qPCR, the total RNA was purified with the Eastep Super Total RNA Extraction Kit (Promega) and then subjected to genomic DNA digestion and reverse transcription by using PrimeScript RT reagent Kit with gDNA Eraser (Takara). qPCR was performed on a QuantStudio 6 (ThermoFisher Scientific) using SYBR Green PCR Master Mix (Takara) with an equivalent cDNA template and 0.25 μM of each primer. The amount of cDNA input was optimized after serial dilutions. In all qPCR experiments, expression of the target gene was normalized to the expression of the endogenous reference gene actin (*g3056*), a gene commonly used for normalization in *N. oceanica*^39,50^, using the cycle threshold(CT) 2^−ΔΔCT^ method. All experiments were done using at least three biological replicates, and each reaction was run with technical replicates. All primers are provided in Supplementary Data 5.

### Gene silencing and Cas9-mediated gene knockout

For RNAi vector construction, a 429-bp long fragment (corresponding to the *HLR1* nucleotide sequence from 3367 to 3795) and a 282-bp short fragment (corresponding to the *HLR1* gene sequence from 3367 to 3648 bp) were amplified from the *N. oceanica* cDNA, respectively, with primers NoHLR1i-F, NoHLR1i-R, rcNoHLR1i-F, and rcNoHLR1i-R (Supplementary Data 5). The fragments were ligated in sense and antisense orientations into the *Spe*I and *Sac*II sites of the linearized pMEM03 vector digested by *Spe*I and *Sac*II.

Cas9-mediated target gene disruption was conducted using an episomal CRISPR system^51^. The sgRNAs were designed to meet the following criteria: (1) uniqueness of target sequence and PAM (final 12 bp + NGG) in genome, (2) location within the first 300 bp of the gene, and (3) target sequence present in both genome and mRNA sequence (to avoid targeting introns). Two sgRNAs were synthesized targeting gene 591780 encoding HLR1 in *N. oceanica* CCMP 1779 (Supplementary Data 5). These sgRNAs were ligated into pNOCARS-CRISPR vector and transformed into *N. oceanica* CCMP 1779. Hygromycin was used as antibiotic selection. Mutations with target disruption were screened by PCR with primers HLR1gR-F2 and HLR1gR-R2. The expected products with a size of 1079 bp were extracted, purified, and validated by sequencing.

For transformation, 100 ml wild-type cell cultures were grown to log phase and harvested by centrifugation at 5000 × *g* for 5 min. For each transformation reaction, 10^9^ cells were mixed with 1 µg cassette in an electroporation cuvette (2 mm gap). Electroporation was performed using the GenePulse Xcell^TM^ (Bio-Rad) with 11 kV cm^−1^ field strength. After the pulse, the cells were immediately mixed with 5 ml f/2 medium for recovery. Then, the cells were plated on the f/2 agar plate with appropriate antibiotic selection until transformant colonies appeared^52^.

### Photosynthesis measurements

PSII photochemical efficiency (measured from the *F*_v_*/F*_m_ ratio), NPQ, and qL were monitored through in vivo chlorophyll fluorescence determination with the Imaging PAM (Heinz-Walz)^53^ or Fluorescence Monitoring System (Hansatech Instruments). For PSII photochemical efficiency measurements, algal cells in mid-logarithmic growth phase were collected and resuspended to equal cell densities. After overnight acclimation, cells were transferred to the indicated light regime for 24 h, then the *F*_v_/*F*_m_ values were measured. Photosystem light-harvesting antenna size was measured using the spectrophotometric kinetic method according to previous reports^54,55^. In brief, the amplitude of the light-minus-dark absorbance difference signal at 700 nm (P700) provided information on the abundance of PSI in wild-type and *hlr1* mutant^55^. The kinetics of Q_A_ photoreduction of DCMU-poisoned thylakoid were measured, and the corresponding rate constants were used to estimate the functional light-harvesting Chl antenna size of PSII. The ratio of chlorophyll *a* to P700 was also measured in wild type and *hlr1* mutant and used to extract information about the PSI Chl antenna size^55^. Oxygen evolution rates were measured on a standard Clark-type electrode (Chlorolab 2 System; Hansatech Instruments). Experiments were performed using 1.8 ml of microalgal culture at 6 × 10^7^ cells ml^−1^ in the presence of 0.2 ml 10 mM NaHCO_3_. Electron transport rates were measured in vivo on log growth-phase microalgae by using a JTS-10 spectrophotometer (Biologic, France). The electrochromic band-shift spectral changes were used to calculate electron transport rates^56^.

### Thylakoid membrane isolation and blue-native PAGE

Algal cells were broken twice using a Cell Disruptor (Constant System Cell Disruptor) with a pressure of 20 kPSI (1350 bar). Thylakoid membranes were purified by sucrose cushion centrifugation as described previously^57^. The thylakoids in the appropriate buffer were immediately frozen in liquid nitrogen and stored at −80 °C until further use. Care was taken to avoid repeated freezing and thawing of the thylakoid membrane samples, and the sample preparation for native gel electrophoresis was performed rapidly under dim light at 4 °C. Aliquots of 5 μg Chl of thylakoid membrane samples were solubilized by 2% β-dodecylmaltoside and subsequently separated by blue-native PAGE. Polyclonal antibodies for PsaA (AS06172), D1 (AS10704), and Cyt *b*_*6*_ (AS184169) (Agrisera, Sweden) were used to identify components in the various electrophoresis bands by immunoblot analysis. The polypeptide composition in PAGE bands of interest was determined upon band excision and in-gel tryptic digestion, followed by identification by mass spectrometry.

### Production of HLR1 antibodies and immunodetection

HLR1 antibodies were prepared as previously described^23^ with some modifications. The topological structure of NoHLR1 was predicted by multiple algorithms (DAS, TMpred, and TMHMM). The hydrophobic transmembrane regions at the N terminal (M1-A23) and the C terminal (G177-S200) were truncated and the remaining region (truncated HLR1, tHLR1) was re-synthesized and codon-optimized based on the codon frequency in *Escherichia coli*. The synthetic *tHLR1* gene was cloned into the pCzn1 expression vectors, allowing the production of a recombinant tHLR1 fused to a His-tag. Production was performed in the *E. coli* Arcti Express system grown at 37 °C in LB medium. Following incubation and induction, cells were centrifuged and pellets were suspended in a lysis buffer and were sonicated and centrifuged. Crude protein extracts were loaded on a His-Trap HP column (GE Healthcare) and purified. The purity of the recovered tHLR1 fractions was assayed on SDS-PAGE and concentrated using an Amicon-Ultra device (Millipore). Polyclonal antibodies against tHLR1(anti-HLR1) were raised in two New Zealand White rabbits. Animal experiments were approved by the Animal Care and Use Committee (ACUC; Hainan University) and performed in accordance with the Guidelines of Hainan University for animal experiments. Appropriately, 10^9^ cells were collected by centrifugation and soluble proteins were extracted for SDS-PAGE analysis. Immunoblot analyses were performed as described^58^ using the anti-HLR1 antibodies. The signal amplitudes of the bands were quantified by Gel Doc XR System (Bio-Rad).

### Chemical application

Algal cultures at the linear growth phase (OD750 = 2.5) were harvested by centrifugation and inoculated into the fresh medium with equal numbers. Cells were dark-acclimated overnight, then transferred to 200 μmol photons m^−2^ s^−1^ illumination in the presence or absence of indicated chemicals (e.g., 1 μΜ DBMIB, 1 mM MV, 255 U ml^−1^ SOD, or 1250 U ml^−1^ CAT). PSII maximum photochemical efficiency was measured after 12 h.

### H_2_O_2_ measurements

The concentration of H_2_O_2_ was measured by Amplex Red Oxidase Assay Kit Ampliflu (Invitrogen)^59^. Briefly, 1 ml microalgae were taken from cultures at a cell density of 6 × 10^7^ cells ml^−1^ and immediately supplemented with 5 µM Amplex-Red and 1 U horseradish peroxidase. Cells were removed by centrifugation and the supernatant was measured (excitation, 571 nm; emission, 585 nm). H_2_O_2_ concentrations were determined based on absorption measurements of a standard curve prepared with known concentrations. Measurements were performed on five separate cultures. Samples were taken at 0 h (immediately after overnight dark acclimation), and at 1 h intervals thereafter.

### Transcriptome sampling and analysis

Cultures were cultured into log phase in continuous light at 50 μmol photons m^−2^ s^−1^ at 25 °C. Mid-logarithmic phase algal cells were transferred into darkness overnight and then exposed to 200 μmol photons m^−2^ s^−1^ for various times. Aliquots of cells for transcript analysis were collected immediately before the light shift, and then 1 and 6 h following the light shift. The total RNA of the algal cells was prepared using an RNA miniprep kit (CWBIO) and the concentrations were measured using the NanoDrop 2000 spectrophotometer (ThermoFisher). Libraries were constructed and then sequenced using the HiSeq 2500 (Illumina), which generated about 18 million read pairs per sample (ANNOROAD). Raw reads containing adapter, poly-N, and low-quality reads were filtered, and the effective data were mapped with the *Nannochloropsis* reference genome using TopHat (version 2.0.12). After excluding the ribosomal RNA or transfer RNA, we estimated the abundance of the transcripts using RPKM (Reads per Kilo bases per Million reads)^60^. The *P* values were adjusted using the Benjamini and Hochberg method^61^. Corrected *P* value < 0.05 and fold change more than two were set as the threshold for a significant difference in expression. GO annotations of the data provided by our RNA-Seq analysis were performed using PANTHER (www.pantherdb.org/pathway/)^62^. Three biologically independent sets of samples were prepared at each time point.

### Statistics and reproducibility

All statistical tests used are noted in figure legends. All *n* indicated in the figures represent independent experimental samples and not technical replicates. Results are expressed as the mean ± standard deviation (SD). The comparisons between the averages of the two groups were evaluated using the one-tailed Student’s *t* test. *P* values of ≤ 0.05 were considered statistically significant. The *P* values with significance are shown in the figures.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Descriptions of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus^63^ and are accessible through GEO Series accession number GSE156681. All other data that support the findings of this study are available from the corresponding authors upon reasonable request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Role of an ancient light-harvesting protein of PSI in light absorption and photoprotection
**Source:** Nat Commun. 2021 Jan 29;12:679. doi: 10.1038/s41467-021-20967-1
**Supplement:** Supplementary file 1 — Supplementary Information

Role in light absorption and photoprotection of an ancient light-harvesting protein of PSI

Yandu Lu^{a,b,*}, Qinhua Gan^a, Masakazu Iwai^{b,c}, Alessandro Alboresi^d, Adrien Burlacot^e, Oliver Dautermann^b, Hiroko Takahashi^f, Thien Crisanto^b, Gilles Peltier^e, Tomas Morosinotto^d, Anastasios Melis^b, Krishna K. Niyogi^{b,c,*}

^dDipartimento di Biologia, Università di Padova, Via U. Bassi 58/B, 35121 Padua, Italy

^eCEA, CNRS, Aix-Marseille Université, Institut de Biosciences et Biotechnologies Aix-Marseille, UMR 7265, Laboratoire de Bioénergétique et Biotechnologie des Bactéries et Microalgues, CEA Cadarache, Saint-Paul-lez-Durance, F-13108 France

^fDepartment of Biochemistry and Molecular Biology, Graduate school of Science and Engineering, Saitama University, Japan

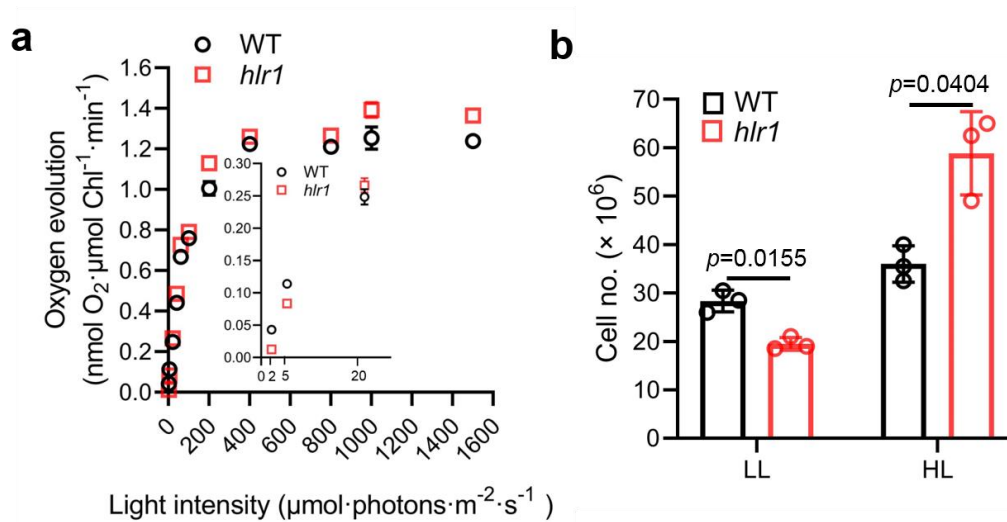

Supplementary Fig. 1. Trade-offs between photoprotection and photosynthetic light absorption efficiency. (a) The light-saturation curves of photosynthesis of WT and the *hlr1* cells acclimated to the low light conditions. The inset is a comparison of oxygen evolution rate between WT and the *hlr1* cells in the low light conditions (2, 5, and 20 μmol·photons·m⁻²·s⁻¹). (b) Proliferation of WT and *hlr1* cells cultured with air bubbling in the prolonged LL (5 μmol·photons·m⁻²·s⁻¹) or HL conditions (200 μmol·photons·m⁻²·s⁻¹) for 8 days (the inoculation concentration is 4×10⁶). Data are presented as the means ± SD (n = 3 for a-b). The *p* values with significance are shown.

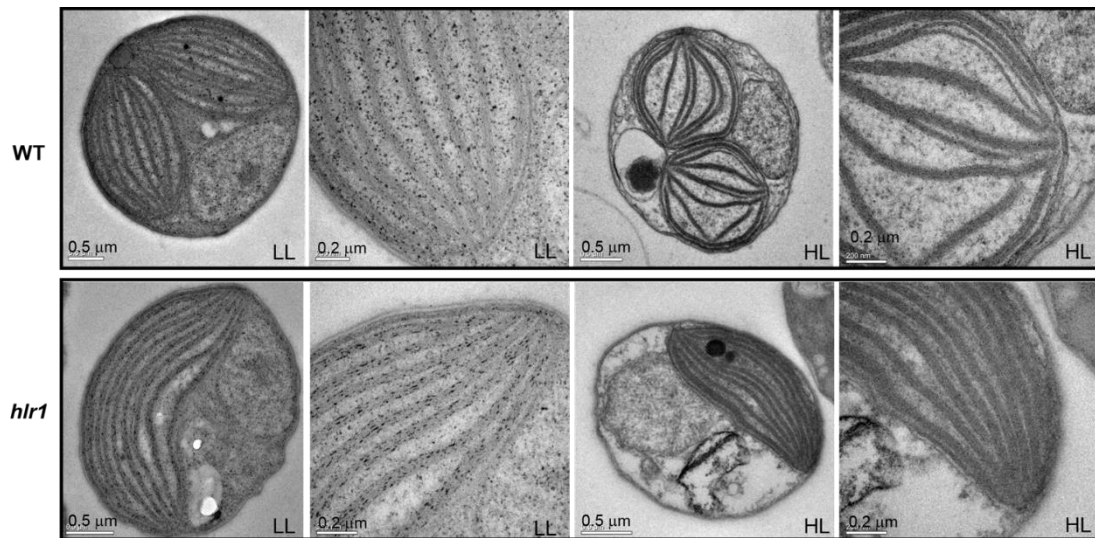

Supplementary Fig. 2. Representative transmission electron microscopy images of WT and the *hlr1* mutant grown under the LL or HL conditions. Scale Bars are shown. LL, low light ($5 \mu\text{mol} \cdot \text{photons} \cdot \text{m}^{-2} \cdot \text{s}^{-1}$); HL, high light ($200 \mu\text{mol} \cdot \text{photons} \cdot \text{m}^{-2} \cdot \text{s}^{-1}$).

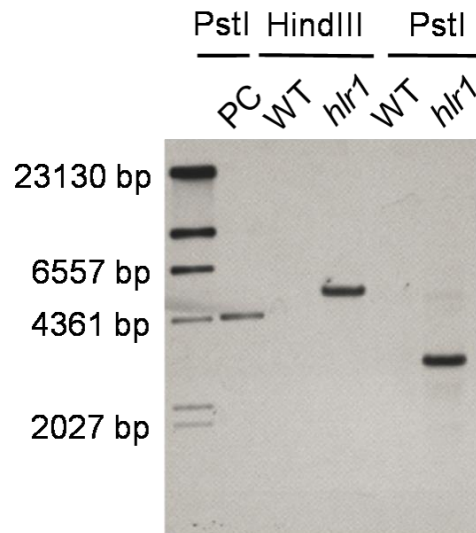

Supplementary Fig. 3. DNA gel blot analysis of the pMEM2 cassette insertion in *N. oceanica hlr1* chromosome. Genomic DNA was digested with *Pst*I or *Hind*III and probed by eHYG fragment. PC, positive controls (**pMEM2** plasmid); WT, the wild type.

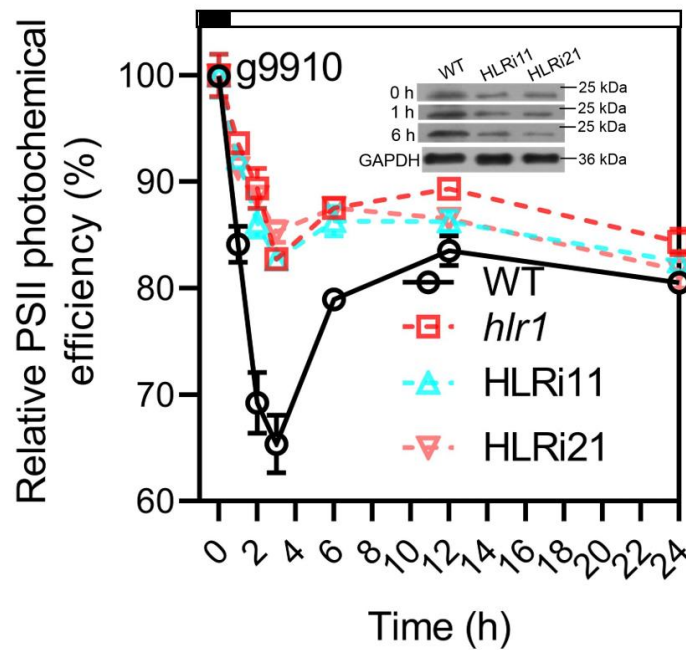

Supplementary Fig. 4. Time course of PSII photochemical efficiency in wild type (WT), *hlr1*, and RNAi lines. Cells were dark-acclimated overnight (black bar) followed by illumination of $200 \mu\text{mol}\cdot\text{photons}\cdot\text{m}^{-2}\cdot\text{s}^{-1}$ (white bar). Inset, immunoblot analysis of HLR1 protein expression in WT and the HLR1 RNAi lines (HLRi11 and HLRi21). Protein samples of these algal cells were taken from dark-acclimated cells or following high irradiance for 6 h. Antibodies against glyceraldehyde 3-phosphate dehydrogenase (GAPDH) were used as a loading control. Data are presented as the means $\pm$ SD ($n = 3$).

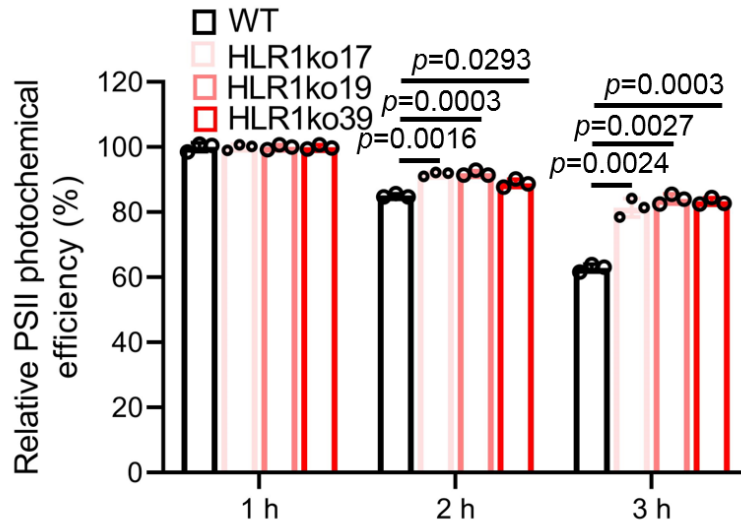

Supplementary Fig. 5. Relative PSII photochemical efficiency as a function of time in high light of *N. oceanica* CCMP1779 wild type (WT) and HLR1 CRISPR-Cas9 knockout lines. Cells were dark-acclimated followed by exposure to $200 \mu\text{mol} \cdot \text{photons} \cdot \text{m}^{-2} \cdot \text{s}^{-1}$ for the indicated period of time. The HLR1 CRISPR-Cas9 knockout mutants (HLR1ko17, HLR1ko19, and HLR1ko39) were validated by gene cloning and sequencing. Data are presented as the means $\pm$ SD ($n = 3$). The p values with significance are shown.

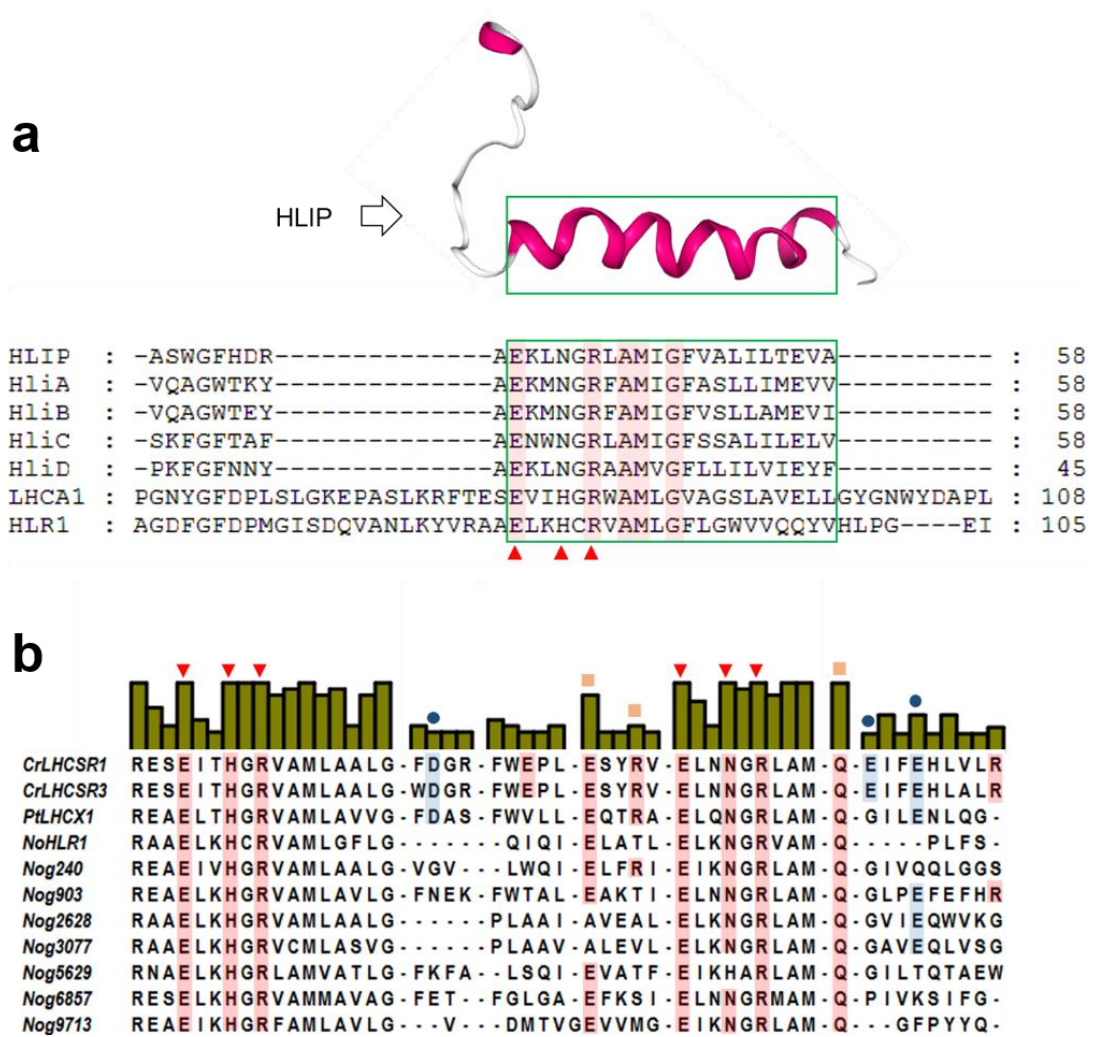

Supplementary Fig. 6. Multiple sequence alignment of HLR1 with HLIPs or LHCSR proteins. (a) Multiple sequence alignment of HLR1 with HLIPs. Chl *a*-specific sites are denoted by triangles. Conserved residues are highlighted in red. The folding model of an HLIP of *Synechococcus* sp. strain PCC 7942 is shown. Green box indicates the transmembrane helix in HLIPs and the TM1 in HLR1 or LHCA1. (b) Multiple sequence alignment of HLR1 with LHCSR proteins. Chl *a*-specific sites, Chl *a* and Chl *b* promiscuous sites, and the pH-sensing sites are denoted by triangles, squares, and spheres, respectively. Abbreviations: HLIP, *Synechococcus* sp. strain PCC 7942 HLIP (AAC43401.1); HliA – D, HLIPs of *Synechocystis* sp. Strain PCC6803 (ssl2542, ssl2595, ssl1633, and ssl1789); LHCA1, Light-harvesting chlorophyll *a/b*-binding protein of photosystem I of *C. reinhardtii* (Q05093); CrLHCSR1 and

CrLHCSR3, stress-related chlorophyll *a/b*-binding protein 1 and 3 of *C. reinhardtii*;
PtLHCX1, *P. tricornutum* LHCX1 (protein ID 27278).

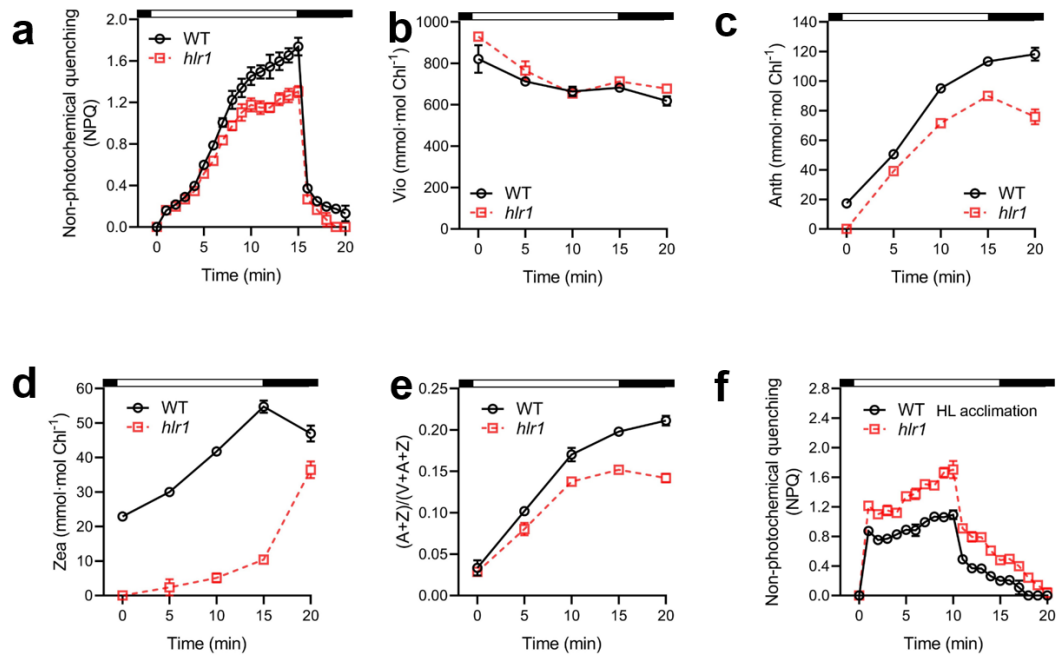

Supplementary Fig. 7. NPQ properties of wild type (WT) and the *hlr1* mutant. (a) NPQ values in response to dark/high-light exposure of WT (black circles) and *hlr1* mutant (red squares) acclimated in darkness overnight. Bars at the top of the figures indicate the time sequence of actinic light on (white bar, $200 \mu\text{mol} \cdot \text{photons} \cdot \text{m}^{-2} \cdot \text{s}^{-1}$) and off (black bars). (b) Kinetics of violaxanthin (Vio) accumulation determined by time-resolved HPLC measurements. (c) Kinetics of antheraxanthin (Anth) accumulation determined by time-resolved HPLC measurements. (d) Comparison of altered zeaxanthin (Zea) accumulation of WT and the *hlr1* mutant in response to high-light exposure. (e) Comparison of $(A+Z)/(V+A+Z)$ values of WT and the *hlr1* mutant. V, violaxanthin; A, antheraxanthin; Z, zeaxanthin. (f) NPQ values in response to dark/high-light exposure of WT (black circles) and *hlr1* mutant (red squares) acclimated in $200 \mu\text{mol} \cdot \text{photons} \cdot \text{m}^{-2} \cdot \text{s}^{-1}$ for 24 h. Data are presented as the means $\pm$ SD ($n = 5$ for a; $n = 3$ for b, c, e, and f; $n = 4$ for d).

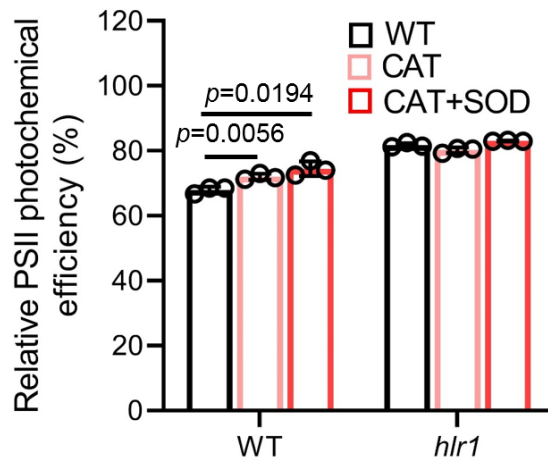

Supplementary Fig. 8. Effects of catalase (CAT) and superoxide dismutase (SOD) on HL-induced photoinhibition in WT and the *hlr1* mutant. Data are presented as the means $\pm$ SD ($n = 3$). The p values with significance are shown.

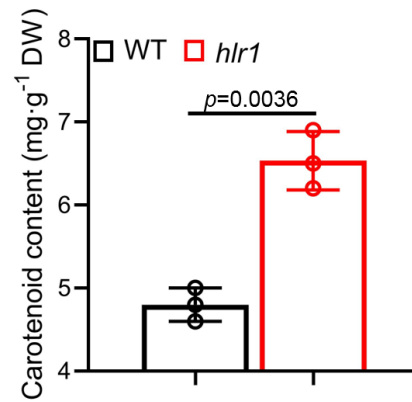

Supplementary Fig. 9. Carotenoid content of *N. oceanica* WT and *hlr1* cells cultured under HL conditions for 8 days (the inoculation concentration is 4×10^6). Data are presented as the means $\pm$ SD ($n = 3$). The p value is shown.

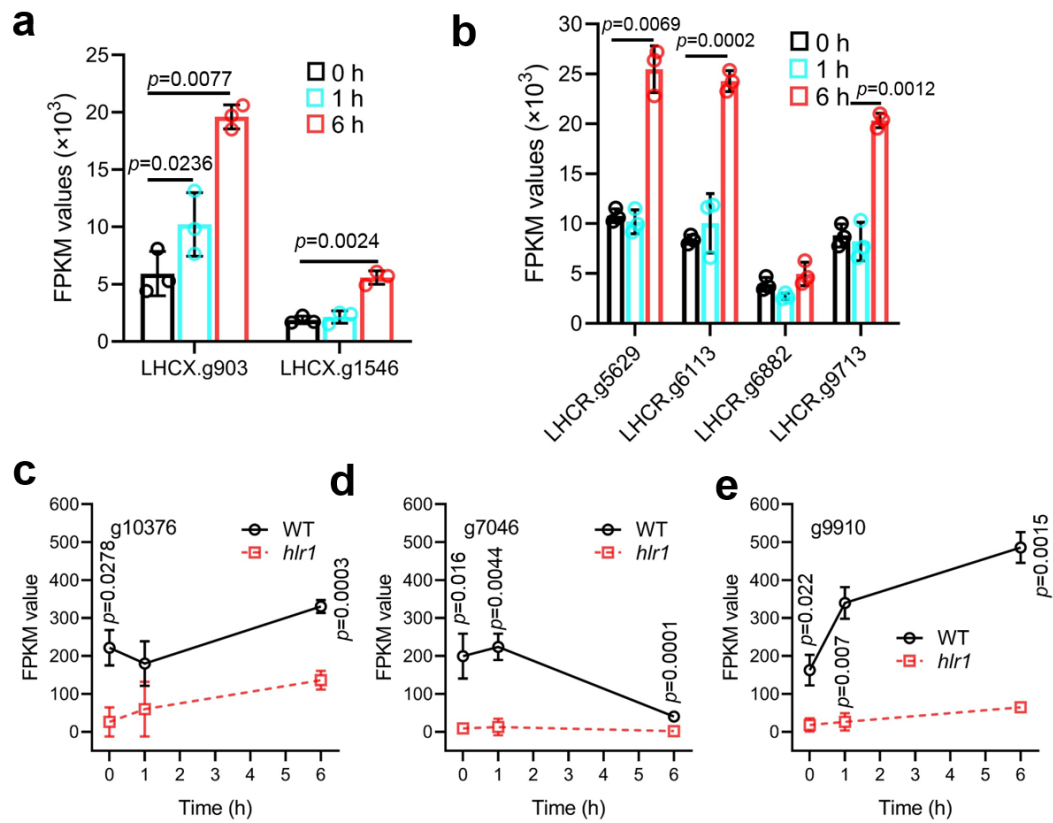

Supplementary Fig. 10. Transcript dynamics of *N. oceanica* wild type and *hlr1* cells used for RNA-Seq analysis. (a - b) Transcriptional dynamics of the genes encoding LHCXs (a) and LHCRs (b) in wild type *N. oceanica* in response to HL ($200 \mu\text{mol} \cdot \text{photons} \cdot \text{m}^{-2} \cdot \text{s}^{-1}$). (c - e) Transcriptional dynamics of genes involved in ascorbic acid biosynthesis (*g10376*; c), cell wall biosynthesis (*g7046*; d), and protein glycosylation (*g9910*; e) in *N. oceanica* wild type and *hlr1* cells in response to HL ($200 \mu\text{mol} \cdot \text{photons} \cdot \text{m}^{-2} \cdot \text{s}^{-1}$). Data are presented as the means $\pm$ SD ($n = 3$). The p values with significance are shown.

# Supplementary material for: Role of an ancient light-harvesting protein of PSI in light absorption and photoprotection
**Source:** Nat Commun. 2021 Jan 29;12:679. doi: 10.1038/s41467-021-20967-1
**Supplement:** Supplementary file 3 — Descriptions of Additional Supplementary Files

Descriptions of Additional Supplementary Files

Supplementary data 1

Description: Molecular investigation of the *hlr1* mutant. Flanking sequence of eHYG-DNA cassette in the *hlr1* chromosome. The nucleotides in pink represent *Nannochloropsis* genomic sequence and the ones blue-highlighted are the reverse complemented sequences of the transforming cassette of vector pMEM02.

Supplementary data 2

Description: Detection of the insertion of eHYG-DNA cassette in the *hlr1* mutant by transcriptomics investigation. Transcriptomics datasets of the *hlr1* mutant under darkness and high irradiance were collected and assembled (15 high-quality transcript profiles over three time points, 0 h, 1 h, 6 h, 96 h, 144 h; for details, see Methods). The transforming cassette harboring the eHYG gene was identified only in scaffold c32798_g14 of the transcriptome assembly.

Supplementary data 3

Description: List of proteins identified by mass spectrometry in the BN-PAGE bands. Unused, the protein pilot score (the results are considered significant if the score values are ≥ 1.3); % Cov (95), the coverage of the peptides with a credibility $\geq 95\%$; Peptides(95%), the numbers of peptides with a coverage $\geq 95\%$ (the results are reliable if the numbers are ≥ 2).

Supplementary data 4

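For the 31 finite log2 fold changes listed in Supplementary Data 4, edgeR's values computed here from the counts differ by at most 0.13. They include *HLR1* in the dark and after 1 h, which is not marked significant there. The value of *g8090* after 1 h, listed there as infinite (a WT mean of 0), is left out. At the paper's thresholds, the authors' own deposited p-values call 5, 1 and 24 genes in the dark and after 1 and 6 h. Of these, edgeR called 0, 0 and 23 here.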

Description: Transcriptional comparison of the transcripts of the high-light- (HL) and dark-grown (DK) WT and the *hlr1* mutant cells.

Supplementary data 5

Description: The primer sequences used in this study.

Supplementary data 6

Description: Full protein list used for the phylogenetic tree of light-harvesting complex (LHC) proteins. LHCA: *Chlamydomonas reinhardtii* (Chl rei), *Volvox carteri* (Vol car), *Gonium pectorale* (Gon pec), *Tetrademus obliquus* (Tet obl), *Chlorella variabilis* (Chl var). HLR1 – LHC5: *Nannochloropsis gaditana* (Nan gad), *Nannochloropsis salina* (Nan sal), *Cyanidioschyzon merolae* (Cya mer), *Gracilariopsis chorda* (Gra cho), *Chondrus crispus* (Cho cri), *Aureococcus anophagefferens* (Aur ano), *Galdieria sulphuraria* (Gal sul), *Vitrella brassicaformis* (Vit bra), *Griffithsia japonica* (Gri jap), *Ectocarpus siliculosus* (Ect sil), *Phaeodactylum tricornutum* (Pha tri), *Thalassiosira pseudonana* (Tha pse), *Thalassiosira oceanica* (Tha oce).

Supplementary data 7

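The 186 values of the 31 genes in Supplementary Data 7, headed FPKM there, equal to 1 decimal the normalized group means that the authors tabulated with the counts. Those means follow from the counts divided by a size factor per library, without gene length. They compare a gene between strains but not 1 gene with another.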

Description: The mRNA-Seq data for the genes involved in cell wall biosynthesis, protein glycosylation, L-ascorbic acid biosynthesis and genes encoding transcriptional factors, signaling proteins, electron transport proteins, stress-related proteins, and proteins involved in cell cycle.

# Supplementary material for: Role of an ancient light-harvesting protein of PSI in light absorption and photoprotection
**Source:** Nat Commun. 2021 Jan 29;12:679. doi: 10.1038/s41467-021-20967-1
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	We used Image-Lab 3.0 to collect images on the immunoblot analysis.
Data analysis	Gaps and ambiguously aligned sites were removed using CLUSTALW 2.0 and gBlock. ProtTest 3 and PhyML 3.0 were used to select the available model of protein substitution and phylogenetic analyses. The three-dimensional (3D) structure was analyzed using the tools PredictProtein and Protein Homology/analogY Recognition Engine V 2.0. Microsoft Excel 2016 was used for statistical analysis.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data for Figs. 1–4 and Supplementary Figs. 1, 3–6, 8–10 are provided as a Source Data file. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus 66 and are accessible through GEO Series accession number GSE156681 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156681>). All other data that support the findings of this study are available from the corresponding authors upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Figure 1: Three independent experiments were carried out. In each experiment, at least three biological replicates were examined. For Figure 1d, three biological replicates for each line were used and, at least, 10 cells were examined. Figure 2b: Three biological replicates with the experiment repeated twice. Figure 2c: 200 million cells were used for protein extraction for each sample. Figure 3a: The experiment was repeated 3 times. Figure 3b: Three independent experiments were carried out and each time the experiment included triplicates. Figure 4: Three independent experiments were carried out. In each experiment, at least three biological replicates were examined. Supplementary Figure 1: Each experiment was repeated 3 times with triplicates. Supplementary Figure 2: Three biological replicates for each line were used and, at least, 10 cells were examined. Supplementary Figure 3: The experiment was repeat twice. Supplementary Figure 4: The experiment was repeated three times with three biological replicates each time. The inset was repeated twice. Supplementary Figure 5, 7-9: Three independent experiments were carried out. In each experiment, triplicate samples were included. Supplementary Figure 10: The RNAseq experiment was conducted with three biological replicates. All statistical tests used are noted in figure legends. Results are expressed as the mean $\pm$ standard deviation (SD). The comparisons between the averages of the two groups were evaluated using the one-tailed Student's t-test. P values of ≤ 0.05 were considered statistically significant. The p values with significance are shown in figures.
Data exclusions	No data were excluded.
Replication	Each experiment was replicated at least twice successfully.
Randomization	Microalgal cells were selected randomly for imaging and protein works.
Blinding	Experiments were not blind because some of the results are quantitative, or not subjective. Blinding was not feasible in these experiments.

Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description	Briefly describe the study type including whether data are quantitative, qualitative, or mixed-methods (e.g. qualitative cross-sectional, quantitative experimental, mixed-methods case study).
Research sample	State the research sample (e.g. Harvard university undergraduates, villagers in rural India) and provide relevant demographic information (e.g. age, sex) and indicate whether the sample is representative. Provide a rationale for the study sample chosen. For studies involving existing datasets, please describe the dataset and source.
Sampling strategy	Describe the sampling procedure (e.g. random, snowball, stratified, convenience). Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. For qualitative data, please indicate whether data saturation was considered, and what criteria were used to decide that no further sampling was needed.
Data collection	Provide details about the data collection procedure, including the instruments or devices used to record the data (e.g. pen and paper, computer, eye tracker, video or audio equipment) whether anyone was present besides the participant(s) and the researcher, and whether the researcher was blind to experimental condition and/or the study hypothesis during data collection.
Timing	Indicate the start and stop dates of data collection. If there is a gap between collection periods, state the dates for each sample cohort.
Data exclusions	If no data were excluded from the analyses, state so OR if data were excluded, provide the exact number of exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.
Non-participation	State how many participants dropped out/declined participation and the reason(s) given OR provide response rate OR state that no participants dropped out/declined participation.

Randomization

If participants were not allocated into experimental groups, state so OR describe how participants were allocated to groups, and if allocation was not random, describe how covariates were controlled.

Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

Study description

Briefly describe the study. For quantitative data include treatment factors and interactions, design structure (e.g. factorial, nested, hierarchical), nature and number of experimental units and replicates.

Research sample

Describe the research sample (e.g. a group of tagged *Passer domesticus*, all *Stenocereus thurberi* within Organ Pipe Cactus National Monument), and provide a rationale for the sample choice. When relevant, describe the organism taxa, source, sex, age range and any manipulations. State what population the sample is meant to represent when applicable. For studies involving existing datasets, describe the data and its source.

Sampling strategy

Note the sampling procedure. Describe the statistical methods that were used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient.

Data collection

Describe the data collection procedure, including who recorded the data and how.

Timing and spatial scale

Indicate the start and stop dates of data collection, noting the frequency and periodicity of sampling and providing a rationale for these choices. If there is a gap between collection periods, state the dates for each sample cohort. Specify the spatial scale from which the data are taken

Data exclusions

If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.

Reproducibility

Describe the measures taken to verify the reproducibility of experimental findings. For each experiment, note whether any attempts to repeat the experiment failed OR state that all attempts to repeat the experiment were successful.

Randomization

Describe how samples/organisms/participants were allocated into groups. If allocation was not random, describe how covariates were controlled. If this is not relevant to your study, explain why.

Blinding

Describe the extent of blinding used during data acquisition and analysis. If blinding was not possible, describe why OR explain why blinding was not relevant to your study.

Did the study involve field work? ☐ Yes ☐ No

Field work, collection and transport

Field conditions

Describe the study conditions for field work, providing relevant parameters (e.g. temperature, rainfall).

Location

State the location of the sampling or experiment, providing relevant parameters (e.g. latitude and longitude, elevation, water depth).

Access & import/export

Describe the efforts you have made to access habitats and to collect and import/export your samples in a responsible manner and in compliance with local, national and international laws, noting any permits that were obtained (give the name of the issuing authority, the date of issue, and any identifying information).

Disturbance

Describe any disturbance caused by the study and how it was minimized.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Polyclonal antibodies for PsaA, D1, and Cyt b6 were purchased from Agrisera (Sweden) with cat no. AS06172, AS10704, and AS184169. GAPDH antibody (cat no. ABM-004) was commercially synthesized by ZoonBio Technology Corp (China). HLR1 antibody was prepared in our lab as described in Method.
Validation	The antibodies for PsaA (AS06172), D1 (AS10704), and Cyt b6 (AS184169) were purchased from Agrisera (Sweden). Please refer to below link for the validation of the antibodies:<br>Anti-PsaA: https://www.agrisera.com/en/artiklar/psaa-psi-a.html<br>Anti-D1: https://www.agrisera.com/en/artiklar/psba-d1-protein-of-psii-de-loop.html<br>Anti-Cyt b6: https://www.agrisera.com/en/artiklar/cyt-b6-petb-thylakoid-membrane-cytochrome-b6-protein-n-terminal.html<br>Anti-HLR1 and Anti-GAPDH: please refer to source data for Fig. 2 describing validation.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	<i>State the source of each cell line used.</i>
Authentication	<i>Describe the authentication procedures for each cell line used OR declare that none of the cell lines used were authenticated.</i>
Mycoplasma contamination	<i>Confirm that all cell lines tested negative for mycoplasma contamination OR describe the results of the testing for mycoplasma contamination OR declare that the cell lines were not tested for mycoplasma contamination.</i>
Commonly misidentified lines<br>(See ICLAC register)	<i>Name any commonly misidentified cell lines used in the study and provide a rationale for their use.</i>

Palaeontology and Archaeology

Specimen provenance	<i>Provide provenance information for specimens and describe permits that were obtained for the work (including the name of the issuing authority, the date of issue, and any identifying information).</i>
Specimen deposition	<i>Indicate where the specimens have been deposited to permit free access by other researchers.</i>
Dating methods	<i>If new dates are provided, describe how they were obtained (e.g. collection, storage, sample pretreatment and measurement), where they were obtained (i.e. lab name), the calibration program and the protocol for quality assurance OR state that no new dates are provided.</i>
☐ Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information.	
Ethics oversight	<i>Identify the organization(s) that approved or provided guidance on the study protocol, OR state that no ethical approval or guidance was required and explain why not.</i>

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Polyclonal antibodies against tHLR1(aHLR1) were raised in two New Zealand white rabbits. Animal experiments were approved by the Animal Care and Use Committee (ACUC; Hainan University) and performed in accordance with Guidelines of Hainan University for animal experiments.
Wild animals	No wild animals were used.
Field-collected samples	No field-collected samples were used.
Ethics oversight	Animal Care and Use Committee (ACUC) of Hainan University

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	<i>Describe the covariate-relevant population characteristics of the human research participants (e.g. age, gender, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."</i>
Recruitment	<i>Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.</i>

Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

Provide the trial registration number from ClinicalTrials.gov or an equivalent agency.

Study protocol

Note where the full trial protocol can be accessed OR if not available, explain why.

Data collection

Describe the settings and locales of data collection, noting the time periods of recruitment and data collection.

Outcomes

Describe how you pre-defined primary and secondary outcome measures and how you assessed these measures.

Dual use research of concern

Policy information about [dual use research of concern](#)

Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

No	Yes
☐	☐ Public health
☐	☐ National security
☐	☐ Crops and/or livestock
☐	☐ Ecosystems
☐	☐ Any other significant area

Experiments of concern

Does the work involve any of these experiments of concern:

No	Yes
☐	☐ Demonstrate how to render a vaccine ineffective
☐	☐ Confer resistance to therapeutically useful antibiotics or antiviral agents
☐	☐ Enhance the virulence of a pathogen or render a nonpathogen virulent
☐	☐ Increase transmissibility of a pathogen
☐	☐ Alter the host range of a pathogen
☐	☐ Enable evasion of diagnostic/detection modalities
☐	☐ Enable the weaponization of a biological agent or toxin
☐	☐ Any other potentially harmful combination of experiments and agents

ChIP-seq

Data deposition

- ☐ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☐ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

Data access links

May remain private before publication.

For "Initial submission" or "Revised version" documents, provide reviewer access links. For your "Final submission" document, provide a link to the deposited data.

Files in database submission

Provide a list of all files available in the database submission.

Genome browser session
(e.g. [UCSC](#))

Provide a link to an anonymized genome browser session for "Initial submission" and "Revised version" documents only, to enable peer review. Write "no longer applicable" for "Final submission" documents.

Methodology

Replicates	<i>Describe the experimental replicates, specifying number, type and replicate agreement.</i>
Sequencing depth	<i>Describe the sequencing depth for each experiment, providing the total number of reads, uniquely mapped reads, length of reads and whether they were paired- or single-end.</i>
Antibodies	<i>Describe the antibodies used for the ChIP-seq experiments; as applicable, provide supplier name, catalog number, clone name, and lot number.</i>
Peak calling parameters	<i>Specify the command line program and parameters used for read mapping and peak calling, including the ChIP, control and index files used.</i>
Data quality	<i>Describe the methods used to ensure data quality in full detail, including how many peaks are at FDR 5% and above 5-fold enrichment.</i>
Software	<i>Describe the software used to collect and analyze the ChIP-seq data. For custom code that has been deposited into a community repository, provide accession details.</i>

Flow Cytometry

Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	<i>Describe the sample preparation, detailing the biological source of the cells and any tissue processing steps used.</i>
Instrument	<i>Identify the instrument used for data collection, specifying make and model number.</i>
Software	<i>Describe the software used to collect and analyze the flow cytometry data. For custom code that has been deposited into a community repository, provide accession details.</i>
Cell population abundance	<i>Describe the abundance of the relevant cell populations within post-sort fractions, providing details on the purity of the samples and how it was determined.</i>
Gating strategy	<i>Describe the gating strategy used for all relevant experiments, specifying the preliminary FSC/SSC gates of the starting cell population, indicating where boundaries between "positive" and "negative" staining cell populations are defined.</i>
☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.	

Magnetic resonance imaging

Experimental design

Design type	<i>Indicate task or resting state; event-related or block design.</i>
Design specifications	<i>Specify the number of blocks, trials or experimental units per session and/or subject, and specify the length of each trial or block (if trials are blocked) and interval between trials.</i>
Behavioral performance measures	<i>State number and/or type of variables recorded (e.g. correct button press, response time) and what statistics were used to establish that the subjects were performing the task as expected (e.g. mean, range, and/or standard deviation across subjects).</i>

Acquisition

Imaging type(s)	<i>Specify: functional, structural, diffusion, perfusion.</i>
Field strength	<i>Specify in Tesla</i>
Sequence & imaging parameters	<i>Specify the pulse sequence type (gradient echo, spin echo, etc.), imaging type (EPI, spiral, etc.), field of view, matrix size, slice thickness, orientation and TE/TR/flip angle.</i>
Area of acquisition	<i>State whether a whole brain scan was used OR define the area of acquisition, describing how the region was determined.</i>
Diffusion MRI	☐ Used ☐ Not used

Preprocessing

Preprocessing software	<i>Provide detail on software version and revision number and on specific parameters (model/functions, brain extraction, segmentation, smoothing kernel size, etc.).</i>
Normalization	<i>If data were normalized/standardized, describe the approach(es): specify linear or non-linear and define image types used for transformation OR indicate that data were not normalized and explain rationale for lack of normalization.</i>
Normalization template	<i>Describe the template used for normalization/transformation, specifying subject space or group standardized space (e.g. original Talairach, MNI305, ICBM152) OR indicate that the data were not normalized.</i>
Noise and artifact removal	<i>Describe your procedure(s) for artifact and structured noise removal, specifying motion parameters, tissue signals and physiological signals (heart rate, respiration).</i>
Volume censoring	<i>Define your software and/or method and criteria for volume censoring, and state the extent of such censoring.</i>

Statistical modeling & inference

Model type and settings	<i>Specify type (mass univariate, multivariate, RSA, predictive, etc.) and describe essential details of the model at the first and second levels (e.g. fixed, random or mixed effects; drift or auto-correlation).</i>
Effect(s) tested	<i>Define precise effect in terms of the task or stimulus conditions instead of psychological concepts and indicate whether ANOVA or factorial designs were used.</i>
Specify type of analysis:	☐ Whole brain ☐ ROI-based ☐ Both
Statistic type for inference<br>(See Eklund et al. 2016)	<i>Specify voxel-wise or cluster-wise and report all relevant parameters for cluster-wise methods.</i>
Correction	<i>Describe the type of correction and how it is obtained for multiple comparisons (e.g. FWE, FDR, permutation or Monte Carlo).</i>

Models & analysis

n/a	Involvement in the study
☐	☐ Functional and/or effective connectivity
☐	☐ Graph analysis
☐	☐ Multivariate modeling or predictive analysis
Functional and/or effective connectivity	<i>Report the measures of dependence used and the model details (e.g. Pearson correlation, partial correlation, mutual information).</i>
Graph analysis	<i>Report the dependent variable and connectivity measure, specifying weighted graph or binarized graph, subject- or group-level, and the global and/or node summaries used (e.g. clustering coefficient, efficiency, etc.).</i>
Multivariate modeling and predictive analysis	<i>Specify independent variables, features extraction and dimension reduction, model, training and evaluation metrics.</i>

How the deposited data were processed for this re-analysis (not part of the article)

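The data are mRNA-Seq libraries of *N. oceanica* IMET1 WT and of the *hlr1* insertion mutant. Cells were sampled after a night in the dark and after 1, 6, 96 and 144 h of high light, with 3 replicates per strain and time (30 libraries). The paper compares strains and light in the dark, 1 h and 6 h samples, and its supplement names *hlr1* profiles of 96 and 144 h among those assembled to detect the cassette. The comparisons at 96 and 144 h are described in the section that follows, apart from *HLR1* and the gene levels drawn for each library. The letters a, b and c of the replicates were taken as labels of independent cultures. The sample labels give a light/dark cycle before the experiment, as the methods do for the inoculum, where the methods give continuous light for the cultures of the transcript analysis. The comparisons here do not use this.

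For each time the authors deposited 1 table with the read count of every gene in each of the 6 libraries, from reads they mapped with TopHat2 2.0.12. The authors also deposited a normalized signal per strain and time. It equals the mean over replicates of the counts divided by a median-of-ratios size factor, which was checked from the counts. The deposited fold and log2 fold change are ratios of these means, and the deposited p-values and adjusted p-values compare *hlr1* with WT at each time. The tool that counted the reads, its use of strand and the genome build are not given in the sources used here. Gene numbers, positions and descriptions are those of the authors' tables, 10363 genes of which 5651 have an informative description. The descriptions are matches to other organisms' proteins.

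What was computed here starts from the counts, in R 4.3.3. Genes were kept where filterByExpr of edgeR 4.0.16 found enough counts (minimum count 10), scaled by TMM and tested with edgeR's quasi-likelihood test, separately for each comparison of 3 with 3 libraries. The 13 comparisons are *hlr1* against WT at each of the 5 times, and each of 4 times in high light against the dark in each strain. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 2, as in the paper. Levels are CPM with TMM factors, as mean ± SD. The test of whether the strain difference differs between times, added after the data were seen, is the interaction in a fit of 4 groups. Lists of genes were tested with camera of limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01 between genes, and again with a correlation estimated for each list. Of 34 lists, 31 were tested and adjusted together. A further 2 had been chosen by the study on these samples and were not used as evidence, and a list needed 3 tested genes. Some lists do not hold what their names promise. The list of best hits in bacteria, meant for reads from other organisms, matched 5 genes of sphingolipid metabolism (camera adjusted p = 0.452 between the strains after 6 h). The list of transcripts derived from ribosomal RNA matched 15 genes, mostly of rRNA processing (camera adjusted p = 0.0623). The list of ascorbate synthesis does not hold *g10376*.

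Genes named in the text are those the paper or its Supplementary Data 4 names, those with the largest change among the called genes with an informative description, and called members of the lists with the largest change. Some further genes were chosen after their values were seen. The 4 genes *g4368*, *g4369*, *g4370* and *g7618* were also looked at together after the values were seen. The comparisons, thresholds, lists and the alternatives in the first group below were fixed before the data were examined.

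Library totals range from 4424898 to 7019039 counts. The test was tried on simulated counts drawn from these libraries with known changes. For the strains, 16% of 4-fold changes in the dark, 38% after 1 h and 98% after 6 h had an adjusted p under 0.05. The same held for 0, 2 and 94% of 2-fold changes. These shares do not apply the fold threshold of a call, which a 2-fold change may miss. Replicates differed by more than the counting of reads alone (chi-square per gene 3.41 to 210 over 30 pairs), so no library is a copy of another of its strain and time; pairs across groups were not compared.

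The alternatives fixed in advance were no filter on low counts, a minimum of 100 counts in the higher condition, DESeq2 1.42.0 (for the lists, its median-of-ratios scaling), a prior count of 10, a 4-fold threshold, values relative to actin, the replicate letter as a block, all groups in 1 fit, and leaving out each replicate in turn. Added after the data were seen were scaling by library totals, limma voom with a weight for each sample, and a run without 3 libraries that stand apart. These are WT dark replicate c, with over 10% of its counts in these 4 genes, and *hlr1* dark replicate a and *hlr1* 1 h replicate b, with a count for fewer than 7500 genes. The gene names of other assemblies were not used here.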

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

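The tests of the interaction and those that weigh the 3 patterns below were chosen after the results were seen. In the 96 and 144 h samples, for which the paper gives no comparison of the strains (its supplement names those of *hlr1* in the search for the cassette), edgeR called 41 and 40 genes between *hlr1* and WT (31 and 25 of them lower), and 11 genes were lower in *hlr1* at 6, 96 and 144 h. The count at 144 h is 15, 12 and 9 without WT replicates a, b and c, and 12 and 311 without *hlr1* replicates a and b. Genes outside those the paper discusses stand out by their values: nitrate reductase *g7988* (log2 1.02) and the nitrate transporter *g7989* (log2 1.28) between the strains at 144 h, the former not called without WT replicate c (1.00) or *hlr1* replicate c (0.99). A cellulose synthase gene, *g6926*, fell in WT from the dark to 6 h (log2 −7.85; from 1124 ± 326 to 4.84 ± 0.832 CPM, standard error 0.33, adjusted p = 5.56e-05 from edgeR). The strain difference itself differed for 16 genes between 96 and 6 h and for 28 between 144 and 6 h, by edgeR's test of the interaction. It differed for 0 genes between 6 h and the dark (366 at an unadjusted p under 0.05, 20 by DESeq2).

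Those 3 counts were set against 40 drawn regroupings of the strains within each time, the real one included. As many genes or more were called in 2 of 40 for 96 against 6 h (16, highest other 20) and 3 of 40 for 144 against 6 h (28, highest other 114), so chance is not excluded for these. For 6 h against the dark the real count is 0 with edgeR (366 at an unadjusted p under 0.05, 20 by DESeq2), which all 40 of 40 reach by construction (highest other 381), so the regroupings decide nothing there. Regroupings that call 381 and 114 genes point to a structure of the samples, and what it is was not tested. Single libraries move these counts. For 6 h against the dark it is 32 without WT dark replicate a and 1 without *hlr1* dark replicate c. For 96 against 6 h it is 10 without WT 6 h replicate b, and 9 without *hlr1* 6 h replicate a or *hlr1* 96 h replicate b. For 144 against 6 h it is 11 and 16 without WT 6 h replicates b and c, 13 and 15 without *hlr1* 6 h replicates a and c, 13, 15 and 15 without WT 144 h replicates a, b and c, and 17 and 302 without *hlr1* 144 h replicates a and b.

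Other splits of the 6 libraries of each comparison number 10 with the real one, too few for a share under 0.05. Between the strains 1 of 10 splits called as many genes as the real one at 6 h (27, highest other 1), 96 h (41, 0) and 144 h (40, 0). In the dark and at 1 h edgeR's real count is 0 (226 and 260 at an unadjusted p under 0.05, 11 and 5 by DESeq2; highest other 0), which 10 of 10 splits reach by construction. For light against dark it was 1 of 10 in each comparison, with a highest other of 0: 280 and 215 genes at 1 h in WT and *hlr1*, 2422 and 2429 at 6 h, 2059 and 1935 at 96 h, and 1941 and 1711 at 144 h.

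The first pattern is 4 transcripts higher in WT than in *hlr1* in the dark: *g7618*, annotated as antisense to ribosomal RNA, and the hypothetical proteins *g4368*, *g4369* and *g4370*, whose relation to ribosomal RNA was not tested. WT dark replicate c carries most of it, since without that library the median log2 of the 4 genes is −0.61, where it was −3.82 with it. A difference between the strains may remain, as the groups of 3 of the 4 genes do not overlap, where chance gives 10%. The edgeR adjusted p of each was 1 and the genes were picked for the pattern, so what stays open is whether the smaller difference would hold in other cultures, and why 1 library holds so many of these reads.

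The second pattern is that edgeR called 0 genes between the strains in the dark and at 1 h (226 and 260 at an unadjusted p under 0.05, 11 and 5 called by DESeq2), against 27 to 41 at 6, 96 and 144 h. Lower total depth alone is argued against, since the lowest median total of the early times, over both strains, is 93.2% of that at 6 h. By strain, the lowest early median is 5754832 (*hlr1*, 1 h), against 6640650 in *hlr1* at 6 h. Single early libraries go down to 4424898 counts. Up to 17% of well expressed genes stand at 0 in an early library, against at most 0.292% at 6 h. The spread between replicates of the early times could account for the pattern. Of simulated 4-fold changes, 16% passed the adjusted p in the dark and 98% at 6 h, with no fold threshold applied. Whether the differences arise in high light alone is not decided. In the dark, the genes called lower at 6 h had a median log2 of −1.6, with 17 of 20 negative. The central range of 10000 random sets of as many genes was −0.57 to 0.44. Such draws treat genes as independent and do not measure the spread between cultures. The set also holds *HLR1*, and genes with few *hlr1* counts enter it through WT. What stays open is whether the genes of 6 h differ in the dark. None of the 8730 genes tested passed the edgeR test there.

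The third pattern is the 11 genes lower in *hlr1* at 6, 96 and 144 h (*g961*, *g1784*, *g2103*, *g3114*, *g3243*, *g4326*, *g6991*, *g7463*, *g7855*, *g9910* and *g10376*), at 4.32 to 39.4% of the WT level. A cassette acting on its neighbours is argued against, since 0 of the 11 lie within 10 genes of *HLR1* and they sit on 10 scaffolds. Full loss of the genes was looked for by counts, and 0 of the 11 have 3 counts or fewer over 9 *hlr1* libraries (lowest 59, *g2103*). This cut does not exclude loss of a part of a gene, or of a gene that receives reads from a related copy. *g3243* stood at 4.32% of WT, so loss is not excluded for each gene. A state of the cells reached only after 1 h of high light was looked at in the times that did not choose these genes. At 1 h their median log2 was −2.3 (11 of 11 negative, central range of random sets −0.81 to 0.4), and in the dark it was −2.93 (8 of the 9 tested negative, central range −0.97 to 0.78), although edgeR called none of them there. Random sets of genes do not measure the spread between cultures, so these values leave the question open. That the 11 genes are lower in the *hlr1* line in light and in the dark alike is a hypothesis found and tested on the same data. A second change in the genome of the line, or a difference from WT that is older than the insertion, was not tested, since the data hold 1 mutant line and no complemented line.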

How the results depend on the processing

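These values show how far results move with the settings; the cause was not tested. The counts of called genes move with single libraries, fold, tool and the spread pooled over times, to a degree that differs between comparisons. The list calls depend on the setting of camera, since 0 lists are called with an estimated correlation in any comparison. That setting also bases its p on the small number of libraries. Simulated lists were run with the preset correlation only, so whether the other setting can call a true shift here is not known. Close copies in the LHC family may share reads in ways the counts do not show, and relative to actin, a single gene that itself rose, *g6882* has −2.05 after 6 h. Of 1444 values of single genes under the alternatives, 1268 kept their call and direction, 129 lost the call, 14 gained one and 33 changed direction; of 176 values of lists, 161 kept the call and 15 lost it. Not run were the settings for 1 value per condition and for another unit. Library totals, voom with sample weights and the run without 3 libraries were chosen after the data were seen.

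4-fold: strains 11, 12 and 10 (6, 96, 144 h); light, WT and *hlr1*, 113 and 78 (1 h), 1304 and 1328 (6 h), 997 and 889 (96 h), 887 and 767 (144 h); interactions 4 (96 against 6 h) and 6 (144 against 6 h). DESeq2: strains 11 (dark), 5 (1 h), 99 (144 h); *HLR1* in the dark −1.05; light 635 and 472 (1 h), *hlr1* 2997 (96 h) and 2847 (144 h); *g6882* 0.09 after 6 h; LHCX and LHCR genes called 2; interactions 20, 25 and 74. Minimum of 100 counts: lists 1 (dark), 1 (1 h), 5 (WT 96 h against dark); interaction 10 (96 against 6 h). All groups in 1 fit: strains 105, 7, 2, 1 and 4; light 1090 and 1261 (1 h), *hlr1* 3046 (96 h) and 2939 (144 h). No filter: lists 0 (*hlr1*, 1 h against dark). Prior count 10: lists 1 (strains, 1 h).

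Relative to actin: *HLR1* between the strains 0.41 (1 h) and −0.95 (144 h); WT 1 h *g903* −0.25, *g1546* −1.12, *g6882* −1.09, *g7046* −0.51; WT 6 h *g903* −0.57, *g1546* −1.01, *g5629* −1.43, *g6113* −1.66, *g9713* −1.69, *g9910* −0.32, *g7398* −0.31, *g2628* −0.70, actin itself 0 by construction; *hlr1* 6 h *g9910* −0.15. Library totals: WT 6 h *g6882* 0.60, *g10376* 0.37, *HLR1* (*g4928*) 0.49; LHCX and LHCR genes called 3. voom with sample weights: strains 138 (144 h); light 604 and 484 (1 h), *hlr1* 4572 (6 h), 3150 and 4296 (96 h), 3130 and 4285 (144 h). Without the libraries that stand apart: lists 3 (strains, dark), 1 (strains, 1 h), 5 and 2 (1 h, WT and *hlr1*), 11 (WT 6 h); light 689 and 329 (1 h), *hlr1* 4825 (6 h), 3230 and 4542 (96 h), 3118 and 4345 (144 h); *g9713* 0.15 and *g7046* −0.18 (WT 1 h), *g6882* 0.35 and *g4928* 0.06 (WT 6 h).

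The letters show no clear pairing of the samples, which does not exclude one. Between *hlr1* and WT of a time, same-letter deviations correlate from −0.219 to 0.213, with 1 of 15 over 0.1 and 5 best with their own letter. Between light and dark of a strain they correlate from −0.0881 to 0.0959. With the letter as a block, light calls are 162 and 65 (1 h), 1572 and 1432 (6 h), 1260 and 1026 (96 h), 1219 and 963 (144 h) in WT and *hlr1*, and strain calls at 6 h 22.

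Leaving out each replicate in turn, lowest to highest: strains 144 h 9 to 311; light 1 h 28 to 689 and 89 to 219, 6 h 1268 to 3606 and 1330 to 4825, 96 h 1009 to 3230 and 924 to 4542, 144 h 924 to 3118 and 673 to 4345; interactions 0 to 32, 9 to 22, 11 to 302; strain lists 0 to 4 (dark), 0 to 5 (1 h), 1 to 4 (96 h), 1 to 2 (144 h); light lists 2 to 5 and 0 to 5 (1 h), 6 to 11 (WT 6 h); LHCX and LHCR genes called 0 to 1. In WT, *g6882* after 1 h was −0.16 (without dark a), −0.07 (dark b) and −0.07 (1 h a; highest 0.46), *g1546* −0.32 (dark b) and −0.11 (1 h b; highest 0.44), *g9713* 0.15 (dark c; lowest −0.62), *g7046* −0.18 (dark c; highest 0.65), and after 6 h *g6882* 0.35 (dark c) and 0.02 (6 h c) and *g4928* 0.06 (dark c).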

Differences from the paper's values

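The alternatives named first in each case were set before the data were examined. For the dark, the paper gives 5 genes lower in *hlr1* and edgeR called 0 here (226 at an unadjusted p under 0.05). No setting gives the paper's number: DESeq2 called 11, with 1 of the paper's 5 (*g8890*), and all groups in 1 fit called 105, with the other 4. No filter, a minimum of 100 counts, a prior count of 10, the 4-fold threshold, the replicate block and leaving out each replicate called 0, as did library totals, voom with sample weights and the run without the libraries that stand apart, chosen after seeing the values. For 1 h, the paper gives 1 gene (*g8090*) and edgeR called 0 here (260 at an unadjusted p under 0.05). DESeq2 called 5 with *g8090* among them, and 1 fit over all groups called 7 without it; the other settings called 0. At 6 h the paper's 24 stand against 27 here, within 1.5 times; 23 of the 24 are shared. The paper's text gives 30 genes over 1 and 6 h, where its Supplementary Data 4 marks 1 and 24 as significant there and 5 in the dark; edgeR called 0 and 27 here at 1 and 6 h. *g7404*, a MYB gene of the paper's 24, had log2 −1.05 with an edgeR adjusted p of 0.0517, and it is called with no filter, a minimum of 100 counts, DESeq2 and without WT replicate a, and with voom sample weights, chosen after seeing the values.

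For the genes of Supplementary Fig. 10a and b, the ratio of 6 h to dark in WT is lower here than in the figure, read by eye. The paper's methods give RPKM, a measure scaled by library totals, and the ratios here are scaled by TMM. The scales can thus differ, and a gap between the ratios need not be a difference in the data. *g903* is 2.12 here and about 3.4 in Supplementary Fig. 10a; DESeq2 (2.5) and leaving out dark replicate a (2.81) come within 1.5 times. *g1546* is 1.87 here and about 3.1 in Supplementary Fig. 10a; DESeq2 (2.2), the block (2.08) and leaving out dark replicate a (2.27) or c (2.5) do so. *g5629* is 1.30 here and about 2.3 in Supplementary Fig. 10b; leaving out dark replicate c (1.56) does so. *g6113* is 1.21 here and about 2.9 in Supplementary Fig. 10b, and no setting fixed in advance does so. *g6882* is 0.909 here and about 1.4 in Supplementary Fig. 10b; DESeq2 (1.06), the block (0.953) and leaving out dark replicate c (1.27) or 6 h replicate a (0.94) or c (1.01) do so. *g9713* is 1.21 here and about 2.3 in Supplementary Fig. 10b; leaving out dark replicate c (1.87) does so. The remaining settings (DESeq2 and the block where not named, a prior count of 10, values relative to actin and the other replicates left out) differ for each gene. Library totals, chosen after seeing the values, give 3.46, 3.10, 2.14, 2.03, 1.52 and 2.03, within 1.5 times for all 6. They call 23 of the paper's 24 genes between the strains at 6 h, dropping *g7404*, and 0 of its genes in the dark and at 1 h. The authors' deposited means, which were scaled at each time separately, have ratios of 4.12, 3.58, 2.49, 2.32, 1.74 and 2.31.

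Some statements differ for named genes. The paper states that HL suppressed *g9910*; in WT that gene had a log2 of 1.14 from the dark to 6 h (edgeR adjusted p = 0.124), and Supplementary Fig. 10e draws it rising in WT. The sentence can also be read as lower in *hlr1* than in WT under HL, and between the strains after 6 h *g9910* was lower in *hlr1* (log2 −2.94, edgeR adjusted p = 3.32e-09). The paper calls *g7046* a cellulose biosynthesis gene, and its Supplementary Data 7 describes it as a beta-glucosidase of cellulose breakdown. For photosynthesis genes the paper states no particular difference. At its thresholds *HLR1* alone was called here at 6 h in the photosynthesis lists, so single genes do not depart from that statement. By camera, a different measure, the LHC and Calvin cycle lists were slightly lower in *hlr1* (adjusted p = 1.44e-06 and 0.00302, or 0.445 for each with an estimated correlation).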

Other observations

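The search around *HLR1* was chosen before its result was seen, and the other tests in this part after the data were seen. Among these, the test of the LHC list over time followed from the list's values at 6 and 96 h, with its expectation written before its own result. At 144 h, a pair of genes of nitrate use were higher in *hlr1*. The nitrate transporter *g7989* had 368 ± 17.5 CPM in WT and 895 ± 68.7 in *hlr1* (log2 1.28, standard error 0.093, edgeR adjusted p = 0.000409). Its neighbour *g7988*, nitrate reductase, the first enzyme of nitrate assimilation, had 320.0 ± 10.2 and 649 ± 28.9 (log2 1.02, 0.084, edgeR adjusted p = 0.000783), and it is not called without WT replicate c (1.00), *hlr1* replicate c (0.99) or by library totals (0.96). Of 14 genes in the list of nitrogen uptake and assimilation 1, *g7988*, was higher (camera adjusted p = 0.306); the list, fixed by annotation, does not hold *g7989*. Between 144 and 6 h the strain difference moved up for *g7989* (log2 1.91, edgeR adjusted p = 1.11e-06), *g7988* (1.17, edgeR adjusted p = 6.62e-05) and the nitrite reductase *g3438* (1.25, edgeR adjusted p = 3.57e-05). At 96 h, a phosphatidic acid phosphatase (*g6690*), an enzyme of lipid synthesis, was higher in *hlr1* (58.8 ± 3.70 and 135 ± 3.45 CPM, log2 1.20, 0.088, edgeR adjusted p = 7.4e-07).

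Camera called some gene lists between the strains at 1, 96 and 144 h, with small shifts, but none with an estimated correlation. Ribosomal protein genes were higher in *hlr1* at 96 h (97 of 112 positive, median log2 0.13, camera adjusted p = 8.84e-10, and adjusted p = 0.397 with an estimated correlation) and at 144 h (91 of 112, median 0.15, camera adjusted p = 3.23e-06, and adjusted p = 0.816 with an estimated correlation). At 1 h they were too (86 of 111, median 0.14, camera adjusted p = 0.000146, and adjusted p = 0.763 with an estimated correlation), with adjusted p = 0.124 without WT 1 h replicate c. At 96 h *g4368*, *g4369*, *g4370* and *g7618* were called higher in *hlr1* too (log2 1.32, 1.16, 1.15 and 1.43). Without *hlr1* replicate a only *g7618* of the 4 stays called (*g4368* 0.83, *g4369* 0.85, *g4370* 0.89), and calls are lost without WT replicate a (*g4368* 1.08, *g4369* 0.98) or WT replicate c (*g4368* 1.20). Together they took 0.477 to 0.916% of the counts in *hlr1* and 0.202 to 0.381% in WT, and whether RNA quality bears on the ribosomal list was not tested. LHC genes were higher at 1 h (17 of 21, camera adjusted p = 0.0341, and adjusted p = 0.763 with an estimated correlation), a call lost without WT replicate c (0.613) or *hlr1* replicate a (0.173), b (0.231) or c (0.0644). They were higher again at 96 h (18 of 21, camera adjusted p = 0.0118, and adjusted p = 0.569 with an estimated correlation), a call lost without WT replicate b (0.282) or c (0.0581) or *hlr1* replicate b (0.24).

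Some called genes lie next to each other: 12 of 75 called genes neighbour another called gene, where random draws of as many genes gave at most 11 in 10000 draws (median 0). The pairs and triplets are *g961* and *g962*, *g2700* and *g2701*, *g3377* to *g3379*, *g4368* to *g4370*, and *g7988* and *g7989*. The calls are pooled over 6, 96 and 144 h and over both directions. The genes were picked by their calls at these same times, so a shared direction of neighbours was partly fixed by that choice and is no support. That neighbouring genes change together is only a candidate explanation for the pairs and for *g4368* to *g4370*, where 0 comparisons of neighbours at these times went in opposite directions by more than 2 standard errors. It is argued against for *g3377* to *g3379*, where 3 of 6 did (*g3377* −0.29 and *g3378* 1.75 at 6 h; *g3378* −0.16 and *g3379* 2.91 at 96 h, and −0.52 and 1.67 at 144 h). Reads shared between adjacent genes were not tested. The genes on both sides of *HLR1* had a median log2 of 0.01 at 6 h over 19 tested genes, where random sets had −0.09 to 0.09 as their central range. It was −0.01 at 96 h (10 of 19 negative) and −0.12 at 144 h (15 of 19 negative; central range −0.14 to 0.14, 4.31% of random sets at or below), with 0 called at each time.

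The LHC list was slightly lower in *hlr1* at 6 h and slightly higher at 96 h. The test of the difference between these times gave a camera adjusted p of 5.22e-13, and adjusted p = 0.211 with an estimated correlation. This list holds *HLR1*, the disrupted gene, whose own strain difference moved up by a log2 of 1.32. The LHC genes of PSI band B1 without *HLR1* gave a camera adjusted p of 1.97e-09, and 0.211 with an estimated correlation. The lists that passed there with the preset correlation all moved up, the Calvin cycle (camera adjusted p = 2.74e-05) and ribosomal proteins (0.000762) among them. For 144 against 6 h the LHC list was not called (camera adjusted p = 0.0989, and 0.769 with an estimated correlation). The expectation written beforehand took a p over the threshold as evidence against a change, which was too strong, since such a p does not exclude one. A strain difference of these genes that moves with time in light cannot be told apart from a shift the LHC genes share for other reasons. The set test with an estimated correlation does not decide it, as it also rests on few libraries.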
